# Capture of Mouse and Human Stem Cells with Features of Formative Pluripotency

**DOI:** 10.1016/j.stem.2020.11.005

**Published:** 2021-03-04

**Authors:** Masaki Kinoshita, Michael Barber, William Mansfield, Yingzhi Cui, Daniel Spindlow, Giuliano Giuseppe Stirparo, Sabine Dietmann, Jennifer Nichols, Austin Smith

**Keywords:** pluripotent stem cell, epiblast, formative pluripotency, primordial germ cell, chimaera, self-renewal, lineage induction

## Abstract

Pluripotent cells emerge as a naive founder population in the blastocyst, acquire capacity for germline and soma formation, and then undergo lineage priming. Mouse embryonic stem cells (ESCs) and epiblast-derived stem cells (EpiSCs) represent the initial naive and final primed phases of pluripotency, respectively. Here, we investigate the intermediate formative stage. Using minimal exposure to specification cues, we derive stem cells from formative mouse epiblast. Unlike ESCs or EpiSCs, formative stem (FS) cells respond directly to germ cell induction. They colonize somatic tissues and germline in chimeras. Whole-transcriptome analyses show similarity to pre-gastrulation formative epiblast. Signal responsiveness and chromatin accessibility features reflect lineage capacitation. Furthermore, FS cells show distinct transcription factor dependencies, relying critically on Otx2. Finally, FS cell culture conditions applied to human naive cells or embryos support expansion of similar stem cells, consistent with a conserved staging post on the trajectory of mammalian pluripotency.

## Highlights

• Derivation of mouse formative pluripotent stem cells from pre-gastrulation epiblast
• Formative stem cells are competent for germline induction
• Formative stem cells can contribute to chimeras
• Candidate human FS cells derived using similar culture conditions to mouse

## Introduction

Mouse embryonic stem cells (ESCs) correspond to naive epiblast, a transient population in the pre-implantation embryo (Hackett and Surani, 2014; Smith, 2017). As the embryo implants, naive pluripotency transcription factors are downregulated and their ability to form ESCs is lost, while transcription factors such as Otx2 and Pou3f1 are upregulated together with *de novo* methyltransferases Dnmt3a and Dnmt3b (Acampora et al., 2016; Auclair et al., 2014; Boroviak et al., 2014, 2015; Brook and Gardner, 1997). After this transition, epiblast cells manifest competence for primordial germ cell (PGC) induction (Ohinata et al., 2009). Subsequently, the epiblast becomes progressively regionally fated and molecularly diverse (Beddington and Robertson, 1998; Cheng et al., 2019; Lawson et al., 1991; Peng et al., 2016, 2019). These events are mirrored by ESCs entering into differentiation (Hayashi et al., 2011; Kalkan et al., 2017; Mulas et al., 2017). We hypothesize that exit from naive pluripotency heralds a formative conversion that instates competence for both soma and germline induction (Kalkan and Smith, 2014; Kinoshita and Smith, 2018; Smith, 2017).

Cultures termed epiblast-derived stem cells (EpiSCs) have been obtained by exposure of embryo explants to fibroblast growth factor (FGF) and activin (Brons et al., 2007; Guo et al., 2009; Tesar et al., 2007). EpiSCs can be derived from all stages of epiblast (Kojima et al., 2014; Najm et al., 2011; Osorno et al., 2012) but invariably converge on mid-gastrula stage phenotypes, generally displaying transcriptome relatedness to primed epiblast of the anterior primitive streak (Kojima et al., 2014; Tsakiridis et al., 2014). Thus, culture of epiblast in relatively high levels of FGF (12.5 ng/ml) and activin (20 ng/ml) results in the propagation of a form of primed pluripotency, which is likely dictated by these strong growth factor signals.

Notably, EpiSCs are refractory to PGC induction, unlike embryonic day 5.5 (E5.5)–6.5 epiblast. (Hayashi et al., 2011; Murakami et al., 2016; Ohinata et al., 2009). Naive ESCs are also unresponsive to germ cell inductive stimuli, unless they are transitioned for 24–48 h into a population termed epiblast-like cells (EpiLCs) (Hayashi et al., 2011; Nakaki et al., 2013). EpiLCs are molecularly as well as functionally distinct from both naive ESCs and EpiSCs (Buecker et al., 2014; Hayashi et al., 2011; Kalkan et al., 2017; Smith, 2017). They are enriched in formative phase cells related to pre-streak epiblast but are heterogeneous and persist only transiently (Hayashi et al., 2011).

Here, we invested in an effort to capture and propagate stem cells representative of mouse post-implantation epiblast between E5.5–E6.0, when the formative transition is expected to be completed but epiblast cells remain mostly unspecified.

## Results

### Derivation of Stem Cell Cultures from Mouse Formative Epiblast

We hypothesized that shielding formative epiblast cells from lineage-inductive stimuli while maintaining autocrine growth and survival signals may stall developmental progression but sustain propagation. Nodal, FGF4, and FGF5 are broadly expressed in the early post-implantation epiblast (Haub and Goldfarb, 1991; Mesnard et al., 2006; Niswander and Martin, 1992; Varlet et al., 1997) and promote lineage capacitation in mouse ESCs (Hayashi et al., 2011; Kunath et al., 2007; Mulas et al., 2017; Stavridis et al., 2007). They are therefore candidates for supporting formative pluripotency. However, together with Wnt3 and bone morphogenetic proteins (BMPs), these growth factors also drive specification in the gastrula (Liu et al., 1999; Winnier et al., 1995).

We speculated that in a context of Wnt inhibition and absence of BMP, moderate stimulation of FGF and Nodal pathways may sustain a formative population. We used the Tankyrase inhibitor XAV939 to block canonical Wnt signaling and excluded undefined components such as feeders, serum, knockout serum replacement (KSR), or matrigel. Autocrine Nodal is known to be downregulated *in vitro* in the absence of extraembryonic tissues (Guzman-Ayala et al., 2004); therefore, we added activin A (20 ng/ml) as a substitute. E5.5 epiblasts were isolated by microdissection and plated intact in individual fibronectin-coated 4-well plates in N2B27 medium under 5% O_2_ conditions (Figure 1A). After 5–6 days, explants were treated with Accutase for 5–10 s and then gently detached, fragmented into small clumps, and seeded into fresh 4-well plates. With or without added FGF, colonies of tightly packed epithelioid cells grew that could be passaged further and expanded into continuous cell lines (Figures 1A and S1A). In the absence of FGF, we observed an appreciably higher expression of primitive streak markers Brachyury, FoxA2, Eomes, and Gsc (Figures S1B and S1C). Nodal/activin signaling is known to stimulate these genes (Brennan et al., 2001; Conlon et al., 1994; Takenaga et al., 2007). We titrated activin and found that continuous cultures could still be established in the absence of FGF (Figures 1B and S1D). In low activin (3 ng/ml) plus XAV939 (A_lo_X), we obtained cell lines that could be propagated for more than 20 passages (Figures 1B and S1D; Video S1).

**Figure 1:**
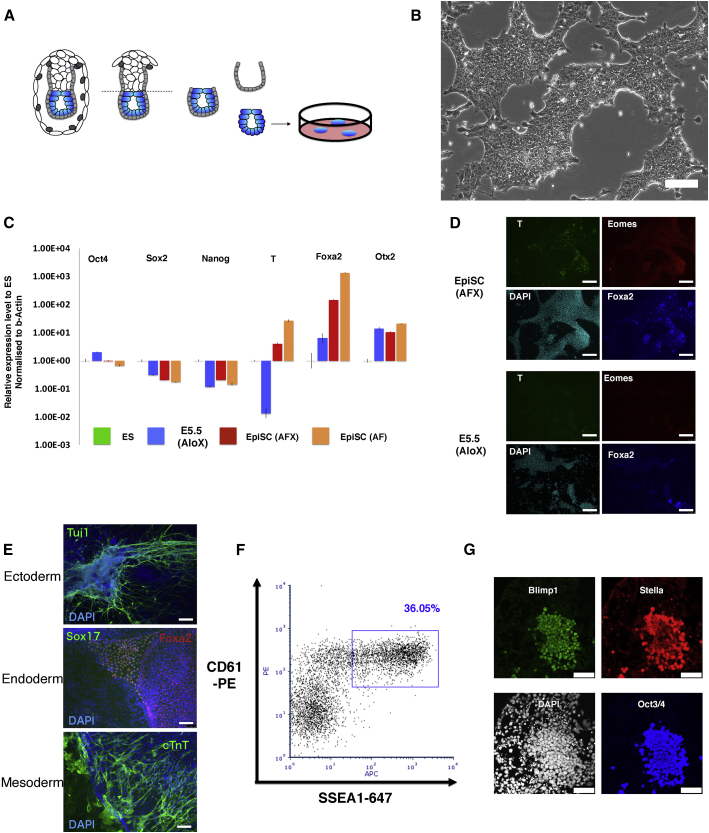
Derivation of Stem Cell Lines from Formative Epiblast (A) Schematic of cell line derivation from E5.5 epiblast. (B) Image of serially passaged E5.5-epiblast-derived culture. Scale bar, 100 μm. (C) qRT-PCR analysis of marker gene expression relative to ESCs in 2iL ( =1) in A_lo_X cells and EpiSCs maintained in either activin and FGF (AF) or activin, FGF, and XAV939 (AFX), normalized to beta-actin. Error bars are SD from technical triplicates. (D) Immunofluorescent staining of EpiSCs and A_lo_X cultures for early lineage markers. Scale bars, 150 μm. (E) Immunostaining of embryoid body outgrowths for germ layer markers; DAPI in blue. Scale bars, 150 μm. (F) Flow cytometry analysis of PGCLC induction at day 4. (G) Immunostaining of day 4 PGCLC. Scale bars, 50 μm.

Video S1. Isolated Mouse E5.5 Epiblast and Initial Outgrowth in A_lo_X, Related to Figure 1

Cell lines derived in A_lo_X expressed *Otx2*, consistent with post-implantation identity but showed no expression of *T* and minimal *FoxA2* (Figures 1C and 1D). They displayed similar levels of *Pou5f1 (Oct4)* mRNA to EpiSCs, slightly higher *Sox2*, and lower *Nanog*. (Figure 1C). Upon embryoid body formation and outgrowth, we detected germ layer markers indicating multi-lineage differentiation (Figure 1E).

These observations suggest that in the absence of other stimuli, limited stimulation of the Nodal/activin pathway combined with autocrine FGF activity may suspend cells in the formative phase of pluripotency.

### Stem Cell Propagation Is Facilitated by Retinoic Acid Receptor Inhibition and Requires Nodal Pathway Activity

During establishment and expansion in A_lo_X, we observed sporadic expression of neural lineage markers and appearance of neuronal morphologies. On occasion, differentiation was extensive and led to loss of cultures. We speculated that retinoids might be acting as neural inductive stimuli (Bain et al., 1995; Stavridis et al., 2010). We therefore applied a pan-retinoic acid receptor inverse agonist (RARi; BMS 493; 1.0 μM) (Figure S1E). Supplementation of A_lo_X with RARi, henceforth A_lo_XR, resulted in improved derivation efficiency (Figure S1F), reduced ectopic expression of neural specification factors Sox1 and Pax6 (Figure S1E), and stabilized long-term cultures. Using A_lo_XR, we established nine cell lines from embryos of two different strains, namely, 129 and CD1. These lines were all passaged more than 10 times (30 generations) with no indication of crisis or senescence. Established cultures expanded slightly slower than EpiSCs and similar to ESCs, with routine passaging every 2–3 days at a split ratio of 1/10 to 1/15. Chromosome counts showed a majority of diploid cells even at later passages (Figure S1G). Cells were routinely passaged by mild dissociation into small clumps. Survival was poor after dissociation to single cells, but addition of Rho-associated kinase inhibitor (ROCKi) (Watanabe et al., 2007) enabled reliable clonal expansion.

Using fluorescent *in situ* hybridization, we detected a prominent cloud of Xist expression in nuclei of a female line (Figure S1H). Upregulation of Xist is indicative of initiation of X chromosome inactivation, a predicted feature of formative epiblast (Mak et al., 2004; Shiura and Abe, 2019).

Mouse ESCs undergo formative transition when withdrawn from 2iLIF (Hayashi et al., 2011; Kalkan et al., 2017; Mulas et al., 2017). We applied A_lo_XR during this transition and obtained continuously proliferating epithelial cells. Cultures displayed variable levels of heterogeneity during the first few passages (Figure S1I) but stabilized within 4–6 passages and subsequently expanded similarly to embryo-derived FS cells. We replated cultures in 2iLIF, which supports clonal propagation of ESCs at high efficiency (Kalkan et al., 2017). All cells died or differentiated within a few days, demonstrating complete extinction of ESC identity. This finding is in marked contrast to other reports of “intermediate” pluripotent states, which readily revert to ESCs (D’Aniello et al., 2016; Neagu et al., 2020; Rathjen et al., 1999).

### Germline and Somatic Lineage Induction *In Vitro*

In mice, the formative phase of pluripotency is definitively distinguished from naive and primed phases by competence for germline specification (Hayashi et al., 2011; Ohinata et al., 2009). We examined the response of embryo-derived A_lo_XR cells to the cytokine cocktail for PGC induction (Ohinata et al., 2009). In each of 8 independent lines tested, we detected the PGC surface marker phenotype CD61^+^SSEA1^+^ (Figure 1F). This capacity was maintained even in late passage (>P30) cultures. The proportion of marker-positive cells ranged up to >30% in some experiments and was generally between 5%–25%, although one line was consistently less efficient, around 1%. Two lines expanded without RARi also produced CD61^+^SSEA1^+^ immunopositive cells, albeit at <10% (Figure S1J). In contrast, 4 AFX EpiSC lines derived from E5.5 epiblast did not yield double-positive cells (Figure S1K). Furthermore, AFX EpiSCs adapted to culture in A_lo_XR over several passages remained unable to produce PGC-like cells (PGCLCs) (Figure S1L).

To confirm PGCLC identity, we sorted the CD61^+^SSEA1^+^ population and verified expression of a range of germ cell markers by qRT-PCR (Figure S1M). We also observed co-expression of Oct4, Blimp1, and Stella proteins by immunostaining in both A_lo_XR and A_lo_X cultures (Figures 1G and S1N). Collectively, these features constitute recognized hallmarks of mouse PGCLCs (Hayashi et al., 2011; Ohinata et al., 2005). Based on this competence, we designated A_lo_X and A_lo_XR cells as formative stem (FS) cells.

We then investigated directed somatic differentiation of FS cells in comparison with EpiSCs. Inhibition of the Wnt pathway shifts the character of EpiSCs toward anterior epiblast identity and predisposes them to neuroectodermal fate (Osteil et al., 2019; Tsakiridis et al., 2014). We used the Sox1::GFP reporter (Stavridis and Smith, 2003) to quantify neural induction kinetics of FS cells and EpiSCs maintained with Wnt inhibition. After transfer into permissive N2B27 medium, more than 80% of EpiSCs became GFP positive on day 1 compared with only around 25% of FS cells (Figure 2A). By day 2, however, the GFP+ fraction approached 80% for FS cells and by day 3 reached >80% as for EpiSCs. We examined protein expression by immunostaining and found that FS cells lagged behind EpiSCs in both downregulation of Oct4 and upregulation of Sox1, but by day 3, the vast majority were Oct4 negative and Sox1 positive (Figure 2B). Thus, mouse FS cells have similar capacity to form neuroectoderm as EpiSCs but take longer to do so.

**Figure 2:**
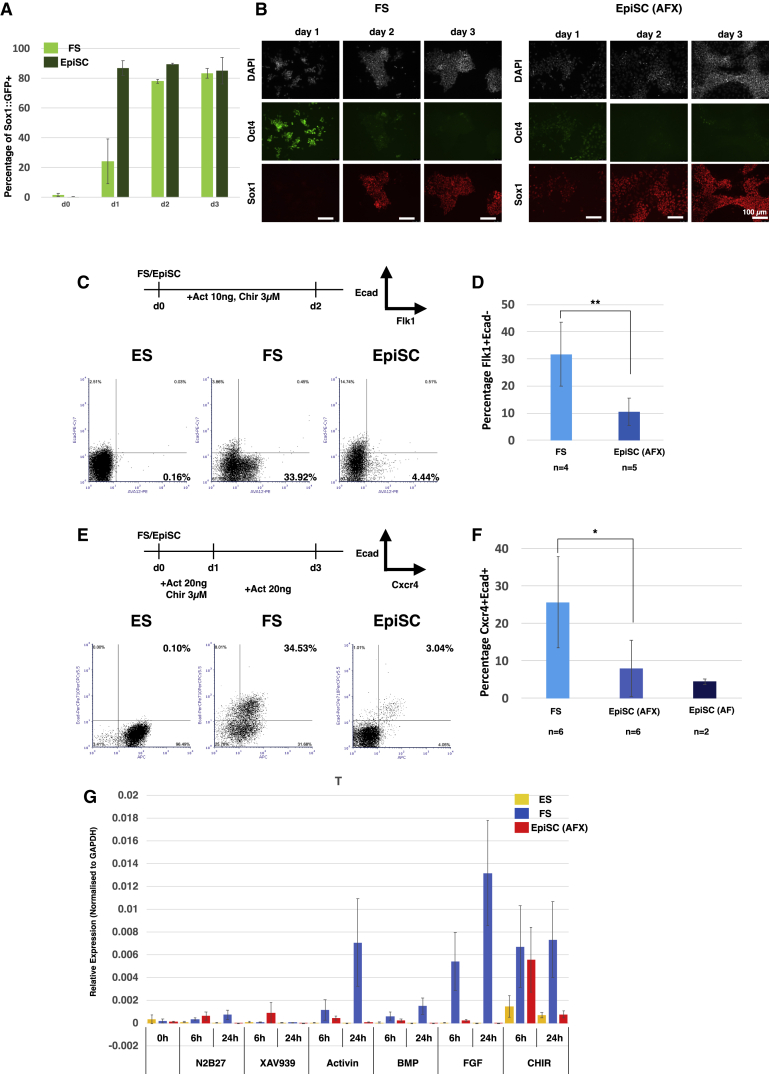
Lineage Potency of FS Cells and Responsiveness to Differentiation Cues (A) Neural differentiation assayed by quantification of Sox1::GFP-positive cells. Error bars represent SD from 4 independent experiments. (B) Immunostaining of FS cells and EpiSCs during neural differentiation; DAPI in white. Scale bars, 100 μm. (C) Lateral plate mesoderm differentiation and representative quantifications of the Flk1^+^Ecad^−^ fractions by flow cytometry. (D) Average efficiency of Flk1-positive cell production from FS cells and EpiSCs. n, independent cell lines assayed. Error bars represent the SD. ^∗∗^p < 0.01. (E) Definitive endoderm differentiation protocol and representative quantifications of the Cxcr4^+^Ecad^+^ fraction. (F) Average proportion of Cxcr4^+^Ecad^+^ double-positive cells from differentiation of FS and EpiSC lines. Error bars represent SD; ^∗^p < 0.05. (G) *T* expression analyzed by qRT-PCR 6 h and 24 h after transfer into N2B27 medium with the indicated supplements; 2 μM XAV939, 20 ng/ml activin A, 10 ng/ml BMP2, 12.5 ng/ml Fgf2, and 3μM CH. Relative expression is normalized to GAPDH. Error bars are SD from two independent cell lines and two technical replicates.

We tested primitive-streak-like induction in response to activin and GSK3 inhibition (Burgold et al., 2019). We observed substantially higher induction of mesendoderm surface markers and gene expression from FS cells than from EpiSCs (Figures S2A–S2C). Using flow cytometry, we quantified Flk1^+^Ecad^−^ lateral mesoderm and Cxcr4^+^Ecad^+^ definitive endoderm. We detected no induction of either lineage directly from ground state ESCs and only modest induction from EpiSCs (Figures 2C and 2E). Across a panel of FS and EpiSC lines, induction of mesoderm was on average 3-fold more efficient from FS cells (Figure 2D) and induction of endoderm was 4-fold higher (Figure 2F).

To probe the basis of differential propensity for primitive streak induction, we examined the response of ESCs, FS cells, and EpiSCs to signals operative during gastrulation. Ground-state ESCs did not upregulate *T* in response to any stimulus tested, with the exception of very low induction by the GSK3 inhibitor CH. EpiSCs also failed to show any appreciable response, apart from induction by CH at 6 h that was not maintained at 24 h. In contrast, FS cells showed sustained upregulation of *T* upon treatment with activin, FGF, CH, or, to a lesser extent, BMP (Figure 2G). Notably, addition of FGF at only 1 ng/ml induced *T* and *FoxA2* expression in FS cells (Figure S2D)

Thus, FS cells show rapid and efficient responsiveness to primitive streak inductive cues but require 48 h for full neural specification. These behaviors are distinct from EpiSCs and consistent with a developmental stage of E5.5–6.0 epiblast.

### Chimera Colonization

EpiSCs (AF) do not normally contribute to blastocyst injection chimeras unless they have been genetically modified to enhance ICM integration or survival (Masaki et al., 2016; Ohtsuka et al., 2012; Tesar et al., 2007). We confirmed this finding for AFX EpiSCs derived from E5.5 epiblast, detecting no mid-gestation chimeras after blastocyst injection of three lines and transfer of 95 embryos. We tested whether FS cells may have a higher probability of enduring from the E3.5 blastocyst until stage-matched early post-implantation epiblast. Following blastocyst injection of three different embryo-derived FS cell lines engineered to express mKO2 or GFP, we saw reporter expression in multiple E9.5 embryos (Figures 3A and S3A–S3E). Contributions are low to moderate compared with typical ESC chimeras and tend to be patchy rather than evenly dispersed. Nonetheless, colonization may be spread over multiple tissue types, including Sox2-positive putative migratory PGCs (Figure 3B). We examined genital ridge contribution at E12.5 and detected mKO2-reporter-positive Oct4^+^ Mvh^+^ PGCs (Figures 3C, S3F, and S3G). By fluorescence imaging, we observed contributions to three newborn pups. Two of these animals developed to adulthood and one was euthanized at post-natal day 21 (P21) due to malocclusion. Post-mortem tissue inspection revealed contributions to brain, bone, skin, heart, lung, and gut (Figure 3D). In addition, we obtained several overt coat color chimeras (Figure 3E).

**Figure 3:**
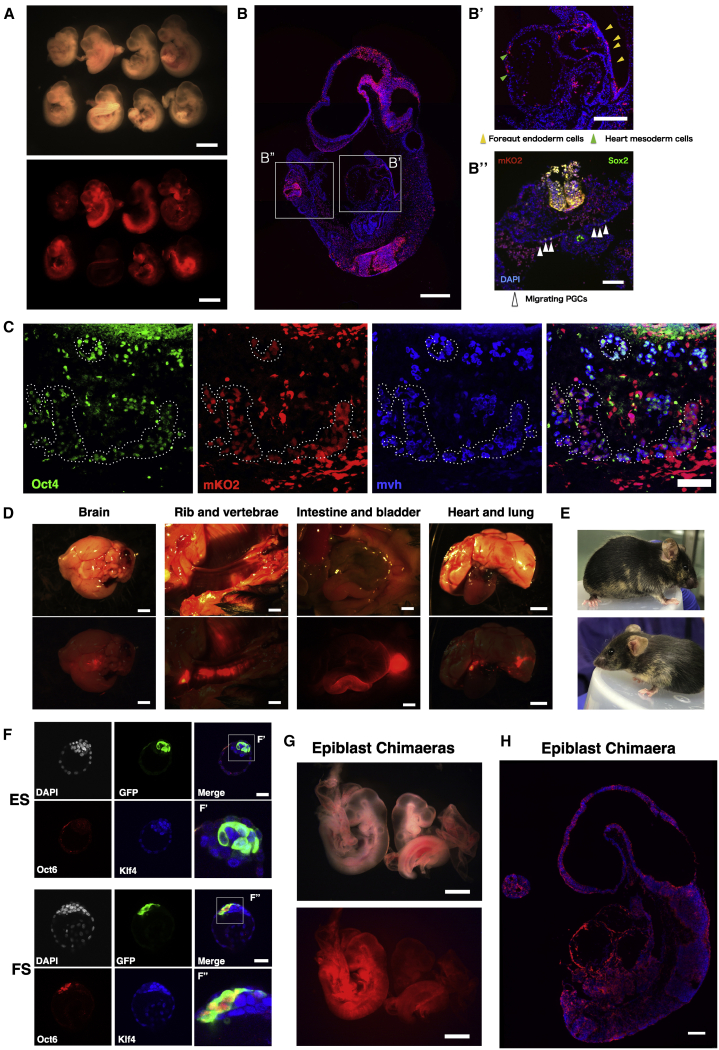
Blastocyst Chimera Contribution by FS Cells and Formative Epiblast (A) Bright-field and fluorescent images of E9.5 embryos generated after blastocyst injection of mKO2 reporter FS cells. Scale bar, 1 mm. (B) Sagittal section from one chimera, stained for mKO2 and DAPI. (B’), mKO2-positive cells in foregut endoderm (yellow arrowheads) and cardiac mesoderm (green arrowheads). (B’’) (rotated 90°), Sox2 immunostaining (white arrowheads) in the hindgut region. Scale bars, 200 μm (B) and 100 μm (B’and B”). (C) mKO2-positive cells expressing Oct4 and Mvh PGC markers in E12.5 chimeric gonad. Triple-positive cells are highlighted with dashed circles. Scale bars, 75 μm. (D) Fluorescent images of organs from post-natal day 21 (P21) chimera overlaid with 20% opacity bright-field image. Scale bars, 2 mm. (E) Coat color chimeras generated from NBRA3.2 FS cells at 7 weeks (above) and 4 weeks (below). (F) Blastocysts injected with GFP reporter ESCs or FS cells and cultured for 24 h. ESCs are Klf4^+^Oct6^−^ (n = 11) (F’), whereas FS cells are Klf4^−^Oct6^+^ (F’’) (n = 15). Scale bars, 40 μm. (G) E9.5 chimeras obtained from blastocyst injection of mTmG expressing E5.5 epiblast cells. Scale bars, 500 μm. (H) Section from left embryo in (G) stained with anti-RFP to visualize membrane-tdTomato; DAPI in blue. Scale bar, 200 μm.

Chimera formation conceivably might entail reversion of FS cells to naive status in the blastocyst. We therefore inspected embryos 24 h after injection. FS cells were localized to the ICM, but immunostaining showed that in contrast to host naive epiblast or introduced ESCs, FS cells did not express the naive pluripotency specific transcription factor Klf4 and retained the formative marker Oct6 (Figure 3F). Therefore, FS cells maintain formative identity within the blastocyst environment.

Chimera formation by FS cells derived from post-implantation epiblast challenges the conclusion from classic embryo-embryo chimera studies that epiblast cells lose colonization ability entirely by E5.5 (Gardner and Brook, 1997; Gardner et al., 1985). We revisited those experiments by using a fluorescent reporter to allow sensitive detection of contributions. We dissected epiblasts from cavitated E5.5 and pre-streak E6.0–6.25 transgenic embryos expressing membrane-bound tdTomato (mTmG). Epiblasts were dissociated using Accutase with addition of ROCKi to improve viability and 10 cells injected per blastocyst. We detected tdTomato-positive cells in 11 out of 91 embryos recovered at E9.5 (Figures 3G, 3H, and S3H–S3L). Contributions were typically sparse and, interestingly, were most frequently in the yolk sac mesoderm and amnion. In three chimeras, however, colonization was widespread in the embryo proper (Figures 3G, 3H, and S3H). We did not detect any contribution from streak stage (E6.5–7.0) epiblast cells (Figure S3L).

These observations establish that FS cells and primary formative epiblast cells can contribute to blastocyst chimeras, although with lower efficiency than ESCs or ICM cells.

### Transcriptome Relatedness to Pre-streak Epiblast

For global evaluation of cellular identity, we performed RNA sequencing (RNA-seq). We first compared FS cells with ground-state ESCs and with EpiSCs cultured in AF or AFX. Principal component analysis (PCA) grouped ESCs apart on PC1, whereas the two types of EpiSCs and FS cells were resolved on PC2 (Figure 4A). Differential expression analysis (Log_2_ fold change, >1.4; adjusted p < 0.05) identified 531 and 266 genes upregulated and 941 and 168 genes downregulated in FS cells relative to AF and AFX EpiSCs, respectively (Figures S4A ad S4B). Gene Ontology (GO) term enrichment analysis highlighted “cell adhesion” in FS cells, contrasting with gastrulation and development in EpiSCs (Figures S4A and S4B). We identified 328 genes that are upregulated in FS cells compared with ESCs or either class of EpiSC (Figure 4B), with GO term enrichment for “ion transport” and cell adhesion (Figure 4C).

**Figure 4:**
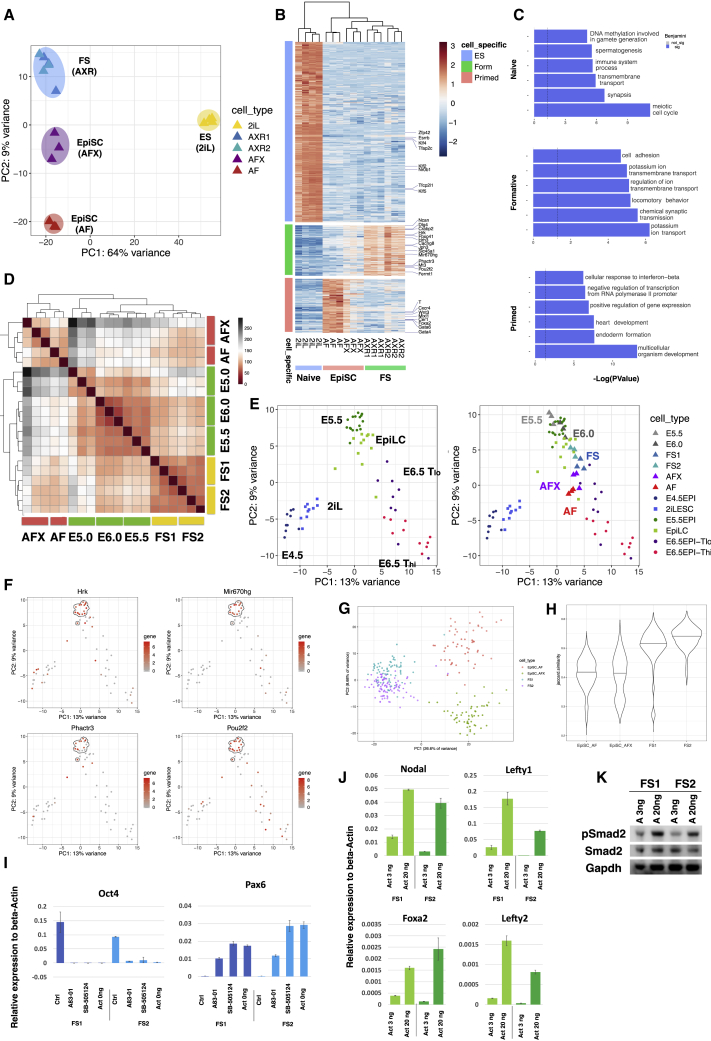
Whole-Transcriptome Analysis and Nodal/Activin Pathway Activity (A) PCA with all genes for ESCs, FS cells, and EpiSCs (AFX and AF). (B) Heatmap clustering of naive, formative, and primed enriched genes. (C) GO term analyses based on the genes identified in (B). x axis is −Log(p value). Top 6 significant terms are shown (Benjamini value, <0.05). (D) Heatmap comparison of FS cells and AFX and AF EpiSCs with E5.0, E5.5, and E6.0 epiblast cells. (E) Left, PCA with mouse single-cell data from embryos and EpiLCs (Nakamura et al., 2016). Right, samples from (D) were projected onto the single-cell PCA. (F) Gene expression patterns of selected FS cell enriched genes identified in (B) colored on PCA from (E). E5.5 epiblast cells are highlighted by the dashed circle. (G) PCA using 2,000 most abundant genes of single-cell RNA sequencing (scRNA-seq) data from two FS cell lines and one AFX and one AF EpiSC line. (H) Violin plot of Jaccard index analysis of 2,000 most abundant genes shows higher correlation between FS cells than EpiSCs. (I) qRT-PCR analysis of FS cells in AloXR (Ctrl), with addition of 1 μM A83-01 or 5 μM SB5124, or withdrawal of activin for 2 days. Relative expression to beta-actin. Error bars are SD from technical duplicates. (J) qRT-PCR analysis of FS cells cultured in low (3 ng/ml) and high (20 ng/ml) activin for 2 days. Relative expression to beta-actin. Error bars are SD from technical duplicates. (K) Immunoblot analysis of phospho-Smad2. Cells were passaged once with low (3 ng/ml) or high (20 ng/ml) activin A before assay.

We then used a low cell number RNA-seq protocol with deep read depth (Boroviak et al., 2015) for comparison of FS cells with dissected pre-cavitation (E5.0), early cavitation (E5.5), and pre-streak (E6.0) epiblast. Unsupervised hierarchical clustering showed FS cell relatedness to E5.5 and E6.0 epiblast, with a lower correlation to the pre-cavitation stage (Figure 4D). EpiSCs, both AF and AFX, were less related to the pre-gastrula epiblast stages. We identified 953 differentially expressed genes between FS cells and EpiSCs. This gene set clustered published embryo and EpiLC single-cell data (Nakamura et al., 2016) by developmental trajectory (Figure 4E). Our RNA-seq E5.5 and E6.0 epiblast profiles projected onto this PCA aligned with E5.5 and EpiLC single cells (Figure 4E). FS cells overlapped with EpiLCs, between E5.5 and E6.5 T_Lo_, whereas EpiSCs were positioned with the E6.5 cells. We inspected several of the FS-cell-specific genes (Figure 4B) and detected dynamic expression in the embryo single-cell data with enrichment at E5.5 (Figures 4F and S4C).

We performed single-cell analysis on FS cells and EpiSCs by using the Smart-seq2 method (Picelli et al., 2014). 

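Cells of 2 FS cell lines, 5ar1 and 5ar2, and of 2 EpiSC lines, AFX6 and AF32, were sorted into plates by flow cytometry with 1 cell per well. Smart-seq2 copies full-length mRNA from each cell and carries no molecular identifiers, so reads are not independent molecules. The FS cell lines were maintained in AloXR with 3 ng/ml activin, 2 μM of the tankyrase inhibitor XAV939 and 1.0 μM of the retinoic acid receptor inverse agonist BMS493. AFX6 was maintained in AFX with 20 ng/ml activin, 12.5 ng/ml Fgf2 and 2 μM XAV939, and AF32 in AF with the same activin and Fgf2 without XAV939. Lines, not cells, are the replicates, so there are 2 FS cell lines and only 1 line for each EpiSC medium. The authors aligned the reads to GRCm38 with STAR and counted uniquely mapped reads on genes with featureCounts. They deposited these raw counts for 31617 genes in 384 cells, 96 from each line. Protein-coding genes of the GENCODE M21 annotation made up 17174 of these genes and held 96.9% of the counts, 5449 were processed pseudogenes, and 0 lay on the mitochondrial chromosome. The total per cell ranged from 18471 to 6686007 counts, with medians of 4786920 in 5ar1, 4792530 in 5ar2, 4620149 in AFX6 and 4123432 in AF32. The authors also deposited values for 23574 genes in 326 cells that they had normalized with sctransform, a regression of each gene's counts on the depth of the cell. These values are whole numbers that summed to between 4537656 and 4807659 in each cell, and 67.3% of them equalled, without tolerance, the corrected counts that sctransform gave when rerun on the raw counts over 23120 genes. Values of 0 enter that percentage too. The deposited values were therefore treated as depth-corrected counts on a linear scale, mainly from their whole numbers and like sums, and log2-transformed after adding 1. Counts of each line were also summed over its cells, which gave 430865008 counts in 5ar1, 434858507 in 5ar2, 332621205 in AFX6 and 355794919 in AF32 after cells of low depth had been left out. Confidence intervals of shares of cells are exact 95% Clopper-Pearson intervals and cover counting error only, not the spread between lines.

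**Figure D1:**
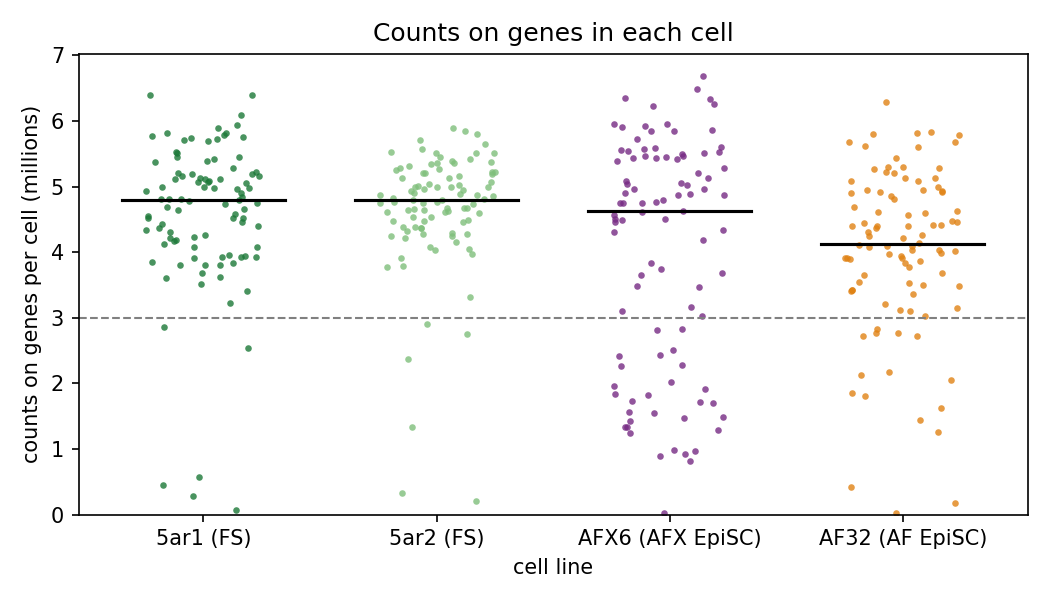
Counts on genes in each of 384 cells, by cell line (axis in units of 1000000 counts). Each point is 1 cell, the black line is the median of the line's 96 cells and the dashed line marks 3000000 counts, under which 30 AFX6 cells, 16 AF32 cells and 6 cells of each FS cell line lie.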

Applying a threshold of 3 million reads, we examined 326 cells. 

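Applied to the counts on genes, this threshold kept 90 of 96 cells of 5ar1 (93.8%, 95% confidence interval 86.9–97.7%) and 90 of 96 cells of 5ar2. It kept 66 of 96 cells of AFX6 (68.8%, 58.5–77.8%) and 80 of 96 cells of AF32 (83.3%, 74.4–90.2%). These 326 cells are the cells for which the authors deposited normalized values. Kept cells had a median of 4811004 counts in 5ar1 (range 3230023–6398702), 4835258 in 5ar2 (3322377–5884866), 5069883 in AFX6 (3022666–6686007) and 4401633 in AF32 (3022696–6283874). The median number of genes with at least 1 count was 11371 in 5ar1 and 11568 in 5ar2, against 10328 in AFX6 and 10330 in AF32. The 50 genes with the most counts in a cell took a median of 16.0% of the counts of 5ar1 cells, 16.2% in 5ar2, 19.4% in AFX6 and 17.6% in AF32. The 58 cells under the threshold had a median of 1703042 counts and 8188 detected genes. The number of kept cells moved most with a threshold of 4000000 counts, which kept 270.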

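PCA was run on the 326 kept cells with the 2000 genes of the highest mean CPM (counts per 1000000 counts of a cell). Their log2-transformed normalized values were centred and scaled to unit variance across cells (Z-scores). PC1 held 16.1% and PC2 5.64% of the variance. The mean position on PC1 was −10.5 ± 9.37 (SD across 90 cells) for 5ar1 and −9.31 ± 4.69 (90 cells) for 5ar2, against 17.3 ± 22.0 (66 cells) for AFX6 and 8.06 ± 16.2 (80 cells) for AF32. On PC2, 5ar1 lay at −0.896 ± 5.00 and 5ar2 at −7.98 ± 4.79. Among the 10 nearest neighbours of each FS cell in the first 10 components, 1.389% were EpiSCs. The neighbours of 5ar1 cells came from 5ar1 in 84.6% and from 5ar2 in 13.2%, and those of 5ar2 cells from 5ar2 in 90.1% and from 5ar1 in 9.33%. On average 11.3% of neighbours came from the other FS cell line, where random mixing of the FS cells would give 50.3%. The variance on PC1 moved most, to 39.8%, with normalized values that were neither log2-transformed nor scaled, a setting chosen after the values were seen, and the share of neighbours from the other FS cell line moved most, to 19.9%, when genes were centred but not scaled.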

FS cells from two independent lines formed a single cluster in the PCA plot (Figure 4G), separated from EpiSCs on PC1. Notably, there was no overlap between EpiSCs and FS cells. 

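Of the 326 cells, 269 (82.5%, 78.0–86.5%) lay within the range of the other group on PC1. Single distant cells set such a range, so the interval does not measure how far this share can vary. Each cell was therefore also assigned to the nearer of the group means, −9.92 for FS cells and 12.2 for EpiSCs. By this measure 6 of 180 FS cells (3.33%, 1.233–7.11%), 3 from each line, lay nearer the EpiSC mean, and 3 of these 6 had counts or detected genes below the middle 95% of their line. Of 146 EpiSCs, 47 (32%, 24.7–40.4%) lay nearer the FS mean: 14 of 66 AFX6 cells (21.2%, 12.1–33.0%) and 33 of 80 AF32 cells (41.3%, 30.4–52.8%). PC1 fell with the number of detected genes across the cells of each line, with Spearman's rho of −0.426 in 5ar1, −0.428 in 5ar2, −0.857 in AFX6 and −0.649 in AF32, for which no p is given because cells of a line are not independent. The number of cells within the other group's range moved most, to 2 of 326, with unscaled Pearson residuals of the 2000 most variable genes. These were clipped at the square root of the number of cells over 30, a setting chosen after the values were seen. In that setting 0 FS cells and 1 EpiSC lay nearer the other mean. From the positions of the cells in the PCA plot (Figure 4G), the paper states that the FS cell lines form a single cluster that is set apart from EpiSCs.

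**Figure D2:**
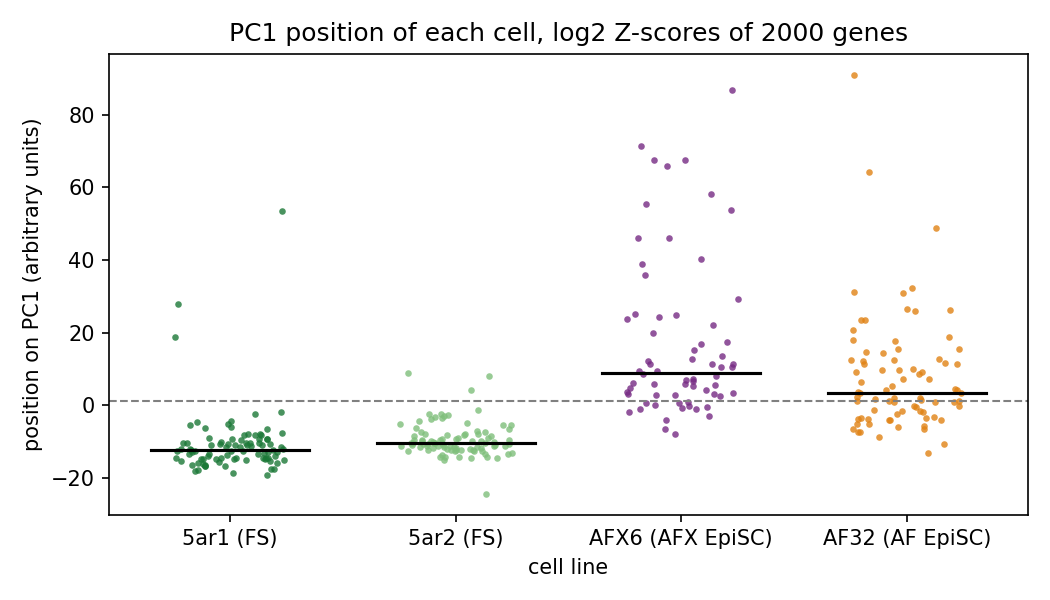
Position of each kept cell on PC1, in arbitrary units, by cell line. Points are cells, black lines are the medians of the lines and the dashed line is the midpoint of the group means at 1.155, which 6 FS cells exceed and under which 47 EpiSCs lie.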

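The cells of the AF line AF32 had a mean position on PC2 of 11.0 ± 8.24 (SD across 80 cells), and those of the AFX line AFX6 a mean of −1.27 ± 13.2 (SD across 66 cells). With 1 line for each medium, line and medium could not be separated and no test was made. Of the 146 EpiSCs, 121 (82.9%, 75.8–88.6%) lay within the range of the other line on PC2. Distant cells set this range too, so its interval does not measure how far the share can vary. Assigned to the nearer mean, 15 of 80 AF32 cells (18.8%, 10.9–29.0%) and 21 of 66 AFX6 cells (31.8%, 20.9–44.4%) fell with the other line. The share within the other line's range moved most, to 2.7%, with unscaled Pearson residuals, a setting chosen after the values were seen. Folds between the lines were taken from their summed counts over the 4583 genes with at least 50 CPM in one of them. The largest fold higher in AF32 was that of Trh (ENSMUSG00000005892, chromosome 6, 92242061–92244650), with 76.9 against 0.0481 CPM, a fold of 1598 (exact conditional 95% interval 984–2796), although only 25% of AF32 cells and 13.6% of AFX6 cells had a count of it. It was followed by Id3 with 596-fold, Eif2s3y with 495-fold, Ddx3y with 441-fold and Ngfr with 90.6-fold. Eif2s3y and Ddx3y lie on the Y chromosome, and the summed level of 4 Y-linked genes was above 5 CPM in 76 of 80 AF32 cells and 0 of 66 AFX6 cells. The largest fold higher in AFX6 was that of Insig1 (ENSMUSG00000045294, chromosome 5, 28071363–28078662), with 131.0 against 0.155 CPM, a fold of 847.5 (651–1125). It was followed by Scd1 with 599-fold, Cthrc1 with 357-fold, Sfn with 55.6-fold and Gng3 with 30.0-fold. In AFX6 the 4 Y-linked genes had 0.290% of their mean level in the other lines, and the same share of the mean of the other 3 lines, as a measure of reads carried over, would be 0.0924 CPM of Trh and 0.140 of Id3 in AFX6, and 0.146 of Insig1, 0.208 of Scd1 and 0.110 of Cthrc1 in AF32. The levels there were 0.0481, 0.0932, 0.155, 0.332 and 0.141 CPM. Carry-over at that share would make the folds of these 5 genes and of the Y-linked genes lower bounds. Their order is not fixed. The Y-linked genes give the share in AFX6 only, so carry-over into AF32 was assumed and not measured. For Ngfr, Sfn and Gng3 the level in the lower line was 10.75 to 18.3 times that share. This comparison was chosen after the values were seen. Some of these genes lie on chromosomes whose mean expression relative to the other autosomes was raised more than 1.2-fold in part of the cells. Chromosome 11 with Ngfr was raised in 66 of 80 AF32 cells and 9 of 66 AFX6 cells. For chromosome 19 with Scd1 and Gng3 it was 18 of 80 AF32 and 2 of 66 AFX6 cells. For chromosome 15 with Cthrc1 it was 0 of 80 AF32 and 8 of 66 AFX6 cells.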

PC2 separated AF and AFX EpiSCs. 

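For each cell the 2000 genes with the most raw counts were taken, with ties resolved by the order of the genes in the deposited table. The Jaccard index of a pair of cells of the same line is the number of genes shared by both sets divided by the number in either. Over 4005 pairs the median was 0.516 (quartiles 0.490–0.542) in 5ar1 and 0.541 (0.515–0.563) in 5ar2. It was 0.417 (0.339–0.463) over 2145 pairs in AFX6 and 0.416 (0.383–0.450) over 3160 pairs in AF32. The mean of the line medians was 0.529 ± 0.0174 (SD, n = 2 lines) for FS cells and 0.417 ± 0.00106 (SD, n = 2 lines) for EpiSCs, a difference of 0.112 that is larger than either spread. The exact two-sided permutation test gave p = 0.333, the smallest p that 2 lines against 2 allow. The lower FS median exceeded the higher EpiSC median by 0.0989, and by 0.0974 after every cell had been thinned to 1000000 counts. Across the cells of a line, the median index of a cell rose with its number of detected genes, with Spearman's rho of 0.542 in 5ar1, 0.619 in 5ar2, 0.862 in AFX6 and 0.733 in AF32. In 13 cells of each line matched on detected genes, a comparison chosen after the values were seen, the margin was 0.0138 as the median of 100 random draws (range −0.0112 to 0.0358), above 0 in 94 draws. The margin moved most, and reversed, among cells with 10000 detected genes or up to 500 more, where it was −0.165 with 3 cells of each FS cell line. There the median of 5ar1 (0.263) lay below those of AFX6 (0.428) and AF32 (0.423), and that of 5ar2 (0.493) above both. That band was also chosen after the values were seen.

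**Figure D3:**
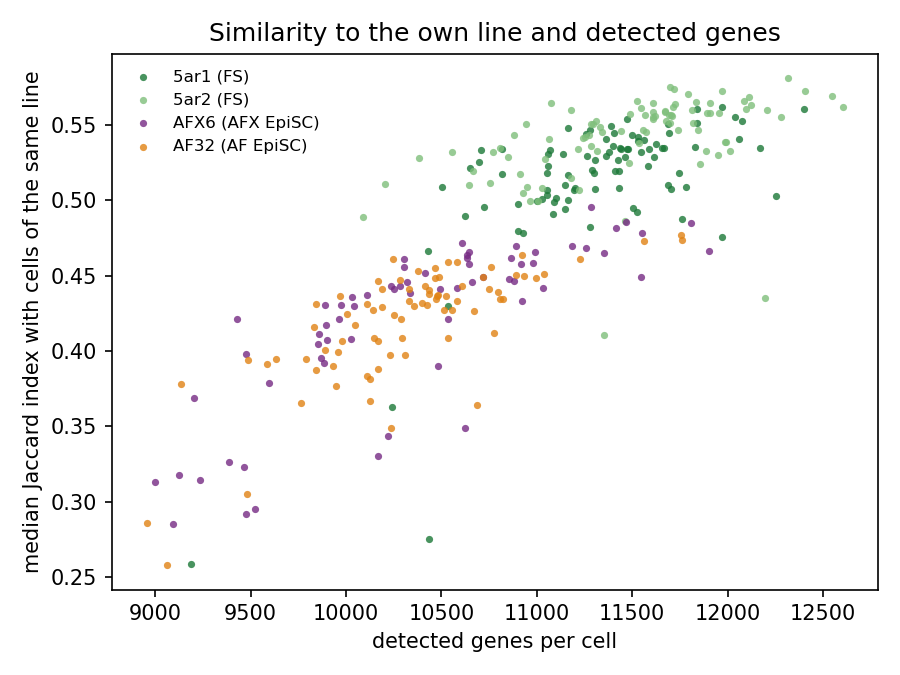
Median Jaccard index of each kept cell with the other cells of its line (vertical axis) against its number of detected genes (horizontal axis), colored by line. Each point is 1 cell, and the cell medians run from 0.259 to 0.562 in 5ar1, 0.4104 to 0.581 in 5ar2, 0.285 to 0.495 in AFX6 and 0.258 to 0.477 in AF32.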

Measurement of gene expression correlation by the Jaccard index showed that FS cells are more homogeneous than either class of EpiSC (Figure 4H).

Collectively, these analyses indicate that FS cells capture features of pre-streak epiblast and EpiLCs but are less related to later stage epiblast and EpiSCs.

### Growth Factor Requirements for FS Cell Propagation

As potential autocrine stimuli of self-renewal or differentiation, we evaluated Nodal, FGF, and Wnt family representation in the FS cell transcriptome data (Figures S4D–S4F). We found robust expression of *Fgf5* as expected but also detected several other FGFs at lower levels. However, *Fgf8*, which is active during primitive streak formation (Sun et al., 1999), was lowly expressed compared with EpiSCs. FS cells express both *Fgfr1* and *Fgfr2* (Figure S4D). We tested whether FS cell cultures are dependent on FGF signaling by adding specific inhibitors of FGF receptors (PD173074; 0.1 μM) or downstream MEK1/2 (PD0325901; 1 μM). Both inhibitors caused rapid collapse of FS cell cultures. We conclude that endogenous low-level expression of FGFs supports self-renewal, without inducing the primitive-streak-associated gene expression associated with exposure to exogenous FGF (Figures 2G and S2D).

FS cells express nodal/activin receptors but interestingly present lower mRNA levels for the co-receptor *Tdgf1* and for *Nodal* itself than either ESCs or EpiSCs (Figure S4E). We investigated further the requirement for nodal pathway stimulation. Addition of receptor inhibitors (A83-01 or SB505124) resulted in extensive cell death and differentiation with loss of Oct4 and upregulation of Pax6 (Figures 4I and S4G). Withdrawal of activin also led to reduced viability and increased differentiation, indicating that autocrine activity does not provide sufficient pathway stimulation. In FS cell medium, activin is added at only 3 ng/ml compared with 20 ng/ml typically used for feeder-free culture of EpiSCs. Dosage sensitivity is a well-known feature of nodal signaling in the mouse embryo (Robertson, 2014). We observed markedly less induction of nodal pathway targets in FS cells at 3 ng/ml than at 20 ng/ml activin (Figure 4J). Furthermore, immunoblotting indicated lower steady-state levels of phospho-Smad2 in cells passaged in 3 ng/ml activin (Figure 4K). These observations are consistent with a dose-dependent response to nodal/activin stimulation, whereby low signal sustains the formative gene regulatory network and higher signal promotes primitive streak specification.

Finally, the observed expression of Fzd receptors and low levels of some Wnts may underlie the requirement for inhibition of Wnt signaling to fully suppress differentiation (Figure S4F). Consistent with this interpretation, we observed that the porcupine inhibitor IWP2 could substitute for XAV939 during FS cell maintenance.

Thus, FS cells are maintained by FGF and nodal/activin but are poised to respond to increased levels of either signal or of canonical Wnt by entering into mesendoderm differentiation.

### Chromatin Accessibility in FS Cells

We used the assay for transposase accessible chromatin coupled to deep sequencing (ATAC-seq) (Buenrostro et al., 2013) to survey open chromatin in FS cells. Independent FS cell samples were well correlated (Figure 5A). We classified sites that exhibit differential accessibility between ESCs, FS cells, and EpiSCs based on a fold-change enrichment greater than two (p < 0.05). Reorganization was evident between naive and formative cells, with 3,742 sites closing, 4,259 opening, and only 207 shared open sites (Figures 5B and 5C). In contrast, between formative and primed cells, a majority of open sites were shared (3,588), whereas just over 1,000 became more accessible and a similar number closed. We detected 826 peaks specifically enriched in FS cells compared to either ESCs or EpiSCs. These FS-cell-specific open chromatin regions were also accessible in transient EpiLCs (Figures 5C and 5D). Nearby genes (<1 kb) showed no significant GO term enrichment, however (Figure S5A).

**Figure 5:**
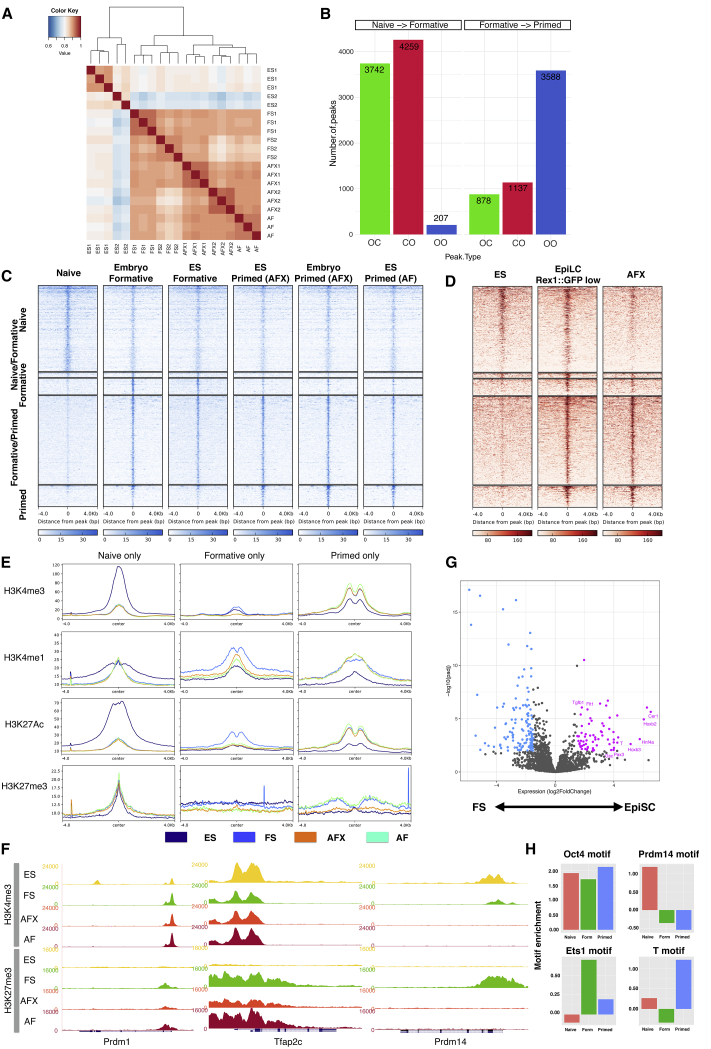
Chromatin Landscape Analysis (A) Hierarchical clustering of all ATAC-seq peaks. (B) Peak changes between states. OC, open to closed; CO, closed to open; OO, open to open. (C) Heatmaps of differential ATAC-seq peaks. (D) Heatmaps of ATAC-seq peaks from (C) in EpiLCs and EpiSCs derived from RGd2 ESCs. (E) Histone modification patterns at ATAC-seq peaks. (F) Genome browser screenshots of H3K4me3 and H3K27me3 distribution at *Prdm1*, *Tfap2c*, and *Prdm14* loci. (G) Volcano plot showing expression fold changes for genes associated with ATAC-seq peaks shared between FS cells and EpiSCs. Purple, upregulated in EpiSCs; blue, upregulated in FS cells. (H) Transcription factor binding motif enrichments at ATAC-seq peaks.

Chromatin immunoprecipitation sequencing (ChIP-seq) for histone modifications showed the expected correlation between open chromatin and active marks, H3K4me3, H3K4me1, and H3K27Ac (Figure 5E). Regions that were more open in naive and formative cells showed marked enrichment for H3K4me3 and H3K27ac that was lost in EpiSCs. Interestingly, active marks were also more highly represented in FS cells than in ESCs at loci that opened only in EpiSCs. We surveyed bivalent promoter regions marked with both H3K4me3 and H3K27me3 (Azuara et al., 2006; Bernstein et al., 2006). We enumerated 2,417 bivalent promoters in FS cells, nearly three times the number in ESCs (Figure S5B). Many, but not all, of these loci were also bivalent in EpiSCs. Figure S5C shows examples of different profiles. Among the FS-cell-specific bivalent promoters was *Prdm14*, encoding one of the key germ cell determination factors (Nakaki et al., 2013). Promoters for other germ cell genes *Tfap2c* and *Prdm1* are also bivalent in FS cells, consistent with being poised for expression (Figure 5F). In EpiSCs, however, *Prdm14* loses both marks, indicating the gene is inactivated. This chromatin change may be a decisive feature in the loss of competence for PGCLC induction in EpiSCs (Hayashi et al., 2011)

We also assessed DNA methylation at open chromatin regions by using published data for EpiLCs and EpiSCs (Zylicz et al., 2015). In EpiLCs, all ATAC peaks were hypomethylated. In EpiSCs, in contrast, only primed peaks maintained low methylation (Figure S5D).

Among genes proximal to shared ATAC peaks in FS cells and EpiSCs, we observed marked differential expression (Figure 5G). GO term analysis of genes more highly expressed in EpiSCs identified enrichment for heart development, multicellular organism development, and gastrulation (Figure S5E). These included gastrulation-associated genes such as *Cer1*, *Gsc*, and *Pax3*. FS-cell-enriched transcripts were more numerous but comprised genes without annotated functions in early development (Table S1).

We used HOMER (Heinz et al., 2010) to identify transcription factor binding motifs enriched in open chromatin regions (Table S2). Core pluripotency factor binding motifs for Oct4 and Oct4-Sox-T*cf.*-Nanog were over-represented in all three cell types. ESC ATAC peaks were also enriched for Tfcp2l1 and Prdm14 motifs, whereas those in EpiSCs featured Gsc, Brachyury, Slug, and Eomes motifs (Figures 5H and S5F). Both FS cells and EpiSCs showed increased accessibility of AP1/Jun sites. Finally, we noted that FS cell open chromatin showed specific enrichment for ETS-domain factor binding motifs.

### FS Cells and EpiSCs Show Contrasting Dependencies on Etv and Otx2

Previously, we presented evidence linking Etv5, an ETS factor of the PEA3 sub-family, to enhancer activation during pluripotency progression (Kalkan et al., 2019). We also showed that ESCs lacking Etv5 show diminished ability to make EpiSCs. Here, we used CRISPR-Cas9 to generate ESCs deficient for both *Etv5* and the related *Etv4*. *Etv4/5*-double-knockout (dKO) cells failed completely to produce EpiSCs upon transfer to AFX and differentiated into fibroblast-like cells (Figure S6A). This phenotype is more severe than that for the *Etv5* mutation alone. Somewhat unexpectedly, however, *Etv4/5*-dKO cells converted to epithelial culture in A_lo_XR and subsequently expanded, albeit with persisting differentiation (Figures 6A and S6A). Relative to ESCs, naive factors were downregulated and post-implantation markers upregulated, including several targets of Etv5, such as *Fgf5*, *Otx2*, and *Pou3f1* (Figure 6B). We detected no compensatory upregulation of the third PEA3 member *Etv1*. *Etv4/5-*dKO FS cells differentiated readily by embryoid bodies and in directed protocols (Figures S6B–S6E), including induction of Blimp1^+^, Stella^+^, and Oct4^+^ PGCLC (Figure S6F). However, when transferred to AFX, *Etv4/5-*dKO cells failed to convert to EpiSCs, lost expression of Oct4 within 3 days, and differentiated into fibroblasts with aberrant expression of *Pou3f1* (Figures 6C, 6D, and S6G). Introduction of an *Etv5* transgene to *Etv4/5-*dKO cells restored the ability to convert to EpiSCs (Figures 6E–6H). These results establish that Etv4 and Etv5 are not essential for lineage competence of FS cells and yet are required for the production of EpiSCs *in vitro*.

**Figure 6:**
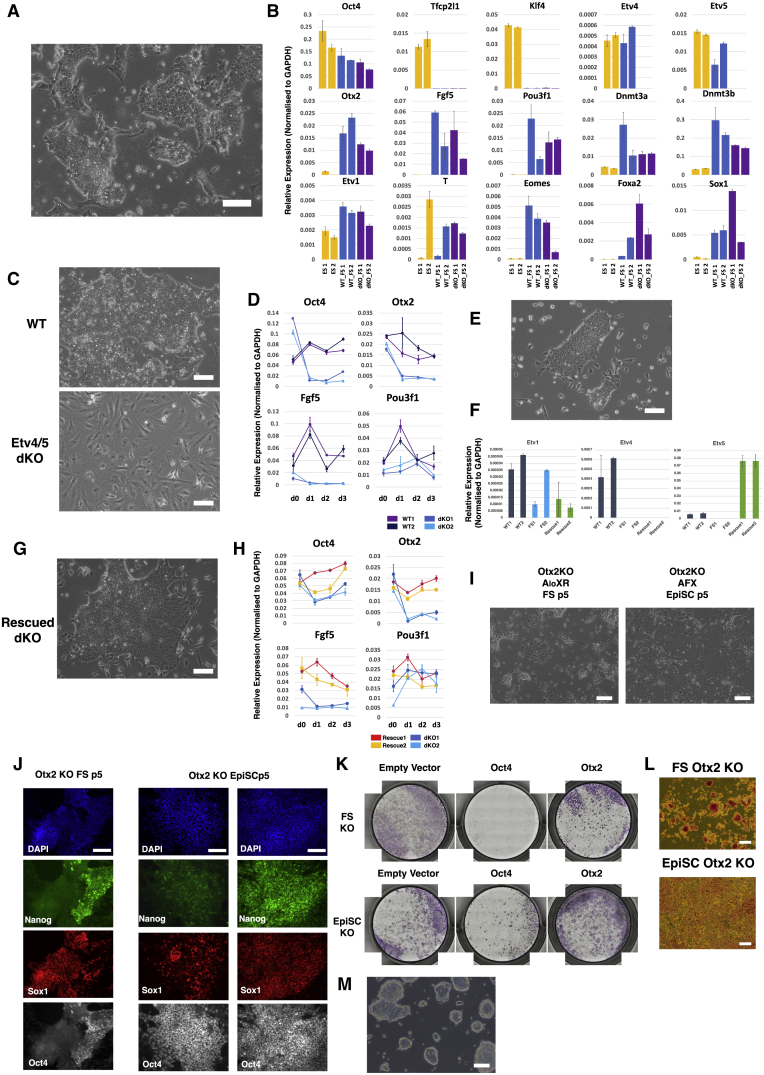
Differential Requirements for *Etv4/5* and *Otx2* (A) Morphology of *Etv4/5* dKO FS cells. (B) qRT-PCR analysis of ESCs (yellow), parental (wild-type [WT]) FS cells (blue), and *Etv4/5*dKO FS cells (purple). Error bars represent SD from technical duplicates. (C) Morphology of WT and dKO FS cells in EpiSC (AFX) culture medium for 3 days. (D) Time course qRT-PCR analysis of WT and *Etv4/5*dKO FS cells in EpiSC (AFX) culture. Error bars are SD from technical duplicates. (E) Morphology of *Etv4/5*dKO FS cells expressing *Etv5* transgene. (F) qRT-PCR assay of *Etv1*, -*4*, and -*5* in *Etv5* rescue dKO lines. Error bars represent SD from technical duplicates. (G) Morphology of rescued dKO FS cells in EpiSC (AFX) culture. (H) Time course qRT-PCR analysis of rescued lines. Error bars represent SD from technical duplicates. (I) Phase images of *Otx2* KO ESCs transferred to FS cell or EpiSC (AFX) culture conditions for 5 passages. (J) Immunostaining of *Otx2* KO cells at passage 5 (p5) in FS cell or EpiSC culture. Two classes of EpiSC colony were observed: left, homogeneous Oct4 with heterogenous Nanog and Sox1; right, uniformly Oct4, Sox1, and Nanog triple positive. (K) Alkaline phosphatase (AP) staining of control and *Oct4* and *Otx2* KOs generated by Cas9/guide RNA (gRNA) transfection in FS cells and EpiSCs. Colonies were stained 3 days after replating transfected cells. (L) Morphology of AP-positive *Otx2* KO FS cells and EpiSCs. (M) Representative image of *Otx2* KO FS cells before culture collapse. Scale bars, 100 μm, except (J) 50 μm.

Otx2 is prominently upregulated early during formative transition *in vivo* and *in vitro* (Acampora et al., 2016; Kalkan et al., 2017) and is implicated in redirecting genome occupancy of Oct4 (Buecker et al., 2014; Yang et al., 2014). Intriguingly, *Otx2* is dispensable in both ESCs and EpiSCs (Acampora et al., 2013), but homozygous embryo mutants exhibit severe gastrulation phenotypes (Ang et al., 1996). We generated *Otx2* KO ESCs and investigated conversion into FS cells in A_lo_XR. Epithelial colonies emerged and could be expanded for 4–5 passages but continuously differentiated into neural cells (Figure 6I). By passage 5, Oct4 and Nanog were downregulated, and the majority of cells were positive for Sox1 (Figure 6J). Cultures could not be maintained reliably thereafter. In contrast, *Otx2* mutant ESCs could be converted into stable Oct4-positive EpiSCs by direct transfer into AFX (Figure 6I); although, colonies frequently displayed aberrant expression of Sox1 as previously reported (Acampora et al., 2013; Figure 6J). BMP has been shown to enhance stability of *Otx2*-deficient EpiSCs (Acampora et al., 2013). We added BMP to two *Otx2*^*−/−*^ FS cell cultures in A_lo_XR but observed no suppression of differentiation (Figure S6H).

We also mutated *Otx2* directly in FS cells and observed that colonies became compact and dome-shaped, superficially resembling naive ESCs (Figures 6K, 6L, and 6M). When replated in 2iL, however, *Otx2* mutant FS cells did not expand but instead differentiated or died (Figure S6I). We managed to achieve initial clonal expansion of targeted FS cells in A_lo_XR, but 8 out of 8 clones subsequently underwent extensive neural differentiation and could not be stably propagated. We added BMP to three cultures, but this did not result in stabilization.

These results indicate that Otx2 but not Etv4/5 is required for a stable FS cell state and conversely for EpiSCs.

### Generation of Human FS-like Cells

We explored the derivation of FS cells from naive human pluripotent stem cells (hPSCs) (Takashima et al., 2014). We used both chemically reset lines, namely, cR-H9EOS and cR-Shef6 (Guo et al., 2017), and embryo-derived HNES1 cells (Guo et al., 2016). A_lo_X and A_lo_XR were applied as for mouse FS cell culture, except that plates were coated with a combination of laminin and fibronectin to improve attachment. The domed naive hPSCs converted to a more flattened epithelioid morphology over several days. Cultures could be propagated continuously thereafter and exhibited a faster doubling rate than naive cells, requiring passage every 4 days at a split ratio of 1/15 (Figure 7A). Cells in A_lo_XR lost naive markers (KLF4, KLF17, and TFCP2L1) but retained the core pluripotency factor OCT4, with little or no upregulation of lineage priming markers, TBXT or FOXA2, often detected in conventional hPSCs (Figure 7B; Allison et al., 2018; Gokhale et al., 2015). They showed gain of SOX11 and OTX2, markers of post-implantation epiblast in the primate embryo (Nakamura et al., 2016).

**Figure 7:**
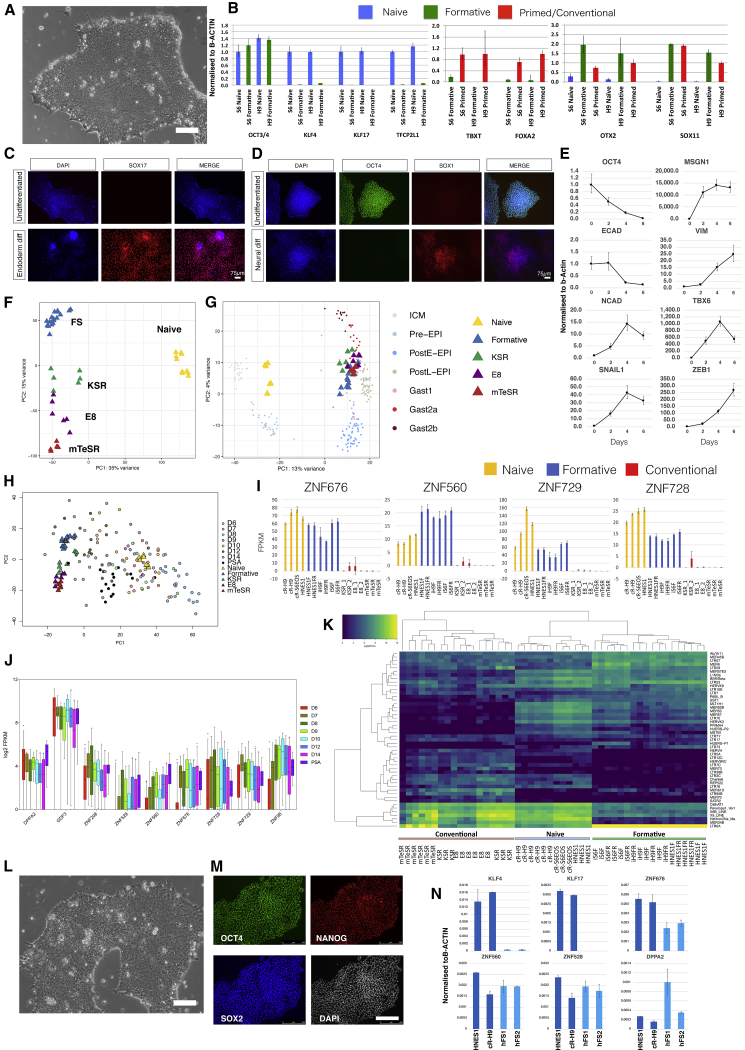
hFS-like Cells Established from Naive ESCs and Embryos (A) Morphology of human A_lo_XR cells derived from naive hPSCs. Scale bar, 100 μm. (B) qRT-PCR expression analysis of marker genes in two human FS (hFS) cell lines compared with naive and conventional (primed) hPSCs. Error bars represent SD from technical triplicates. (C) SOX17 immunostaining of hFS cells after endoderm induction. (D) SOX1 immunostaining of hFS cells after neural induction. (E) qRT-PCR analysis of hFS cells differentiated into paraxial mesoderm for 6 days. Error bars represent SD from technical triplicates. (F) PCA of hFS cells with naive and conventional hPSCs computed with 11,051 genes identified by median Log2 expression of >0.5. (G) Projection of hFS cell and conventional PSC samples onto PCA of *Macaca* ICM/epiblast stages computed with 9,432 orthologous expressed genes. (H) PCA for cell line populations computed using 922 variable genes across epiblast samples from human embryo extended culture (Xiang et al., 2019) with projection of embryo single cells. (I) Fragments per kilobase of exon model per million reads mapped (FPKM) values for naive-formative specific genes in naive, formative, or conventional hPSCs. (J) Boxplots of naive-formative specific gene expression in human epiblast stages and primitive streak anlage (PSA). (K) Heatmap of differentially expressed transposable elements between naive, formative, and conventional samples. (L) Morphology of FS cells derived directly from human embryo. Scale bar, 100 μm. (M) Immunostaining of OCT4, SOX2, and NANOG in embryo-derived hFS cells. Scale bar, 250 μm. (N) qRT-PCR analysis of embryo-derived hFS cells. Error bars represent SD from technical duplicates.

Naive hPSCs do not respond productively to somatic lineage induction protocols but must first undergo formative transition to lineage competence (Guo et al., 2017). This capacitation process takes place over several days (Rostovskaya et al., 2019). FS cells, in contrast, are expected to be directly responsive to lineage cues. We applied established protocols for differentiation to human FS cells. In response to definitive endoderm induction (Loh et al., 2014), we observed efficient formation of SOX17-positive cells (Figure 7C), whereas neural induction by dual SMAD inhibition (Chambers et al., 2009) resulted in abundant SOX1 immunopositive cells (Figure 7D). We also tested paraxial mesoderm differentiation (Chal et al., 2016) and detected upregulation of *TBX6* and *MSGN1* along with EMT markers such as *SNAIL1* and *ZEB1* (Figure 7E).

We prepared RNA-seq libraries from three human FS-like cell lines and carried out a whole-transcriptome comparison with naive and conventional hPSCs (Figure 7F). PCA distinguished naive cells on PC1 and separated formative from conventional hPSCs on PC2, similar to the analysis of mouse PSCs (Figure 4A). As a reference for *in vivo* early post-implantation development, we used data for the non-human primate *Macaca fascicularis* (Nakamura et al., 2016). We used 9,324 expressed orthologous genes (median Log2 expression, >0.5) to compute the PCA for *Macaca*, onto which we projected the human cell line samples (Figure 7G). FS-like cells and conventional hPSCs aligned with post-implantation embryo stages. FS-like cell samples were positioned adjacent to post-implantation epiblast, whereas conventional hPSCs spread further toward early gastrulating cells.

Single-cell transcriptome data have recently been published for human embryos during extended culture (Xiang et al., 2019). We used variable genes in the epiblast and primitive streak anlage (PSA) stages to compute the PCA for naive, formative, and conventional hPSCs and then projected the embryo single cells. The resulting plot shows a similar pattern to the *Macaca* embryo comparison. Naive cells clustered with pre-implantation epiblast, and formative cells were next to post-implantation stages. Conventional hPSCs were adjacent to FS cells but distributed more toward the PSA cluster (Figure 7H).

We performed K-means clustering (k = 6) between FS-like and conventional PSC cultures (Figure S7A). Cluster 1 comprises 369 genes expressed more highly in FS cells than conventional hPSCs. The majority of protein-coding genes in this cluster are expressed in naive cells and persist during capacitation (Figures S7B and S7C). *DPPA2*, *GDF3*, and several *ZNF* genes were identified as useful markers expressed in both naive and formative cells but variably low or absent in conventional hPSCs (Figures 7I and S7D). Expression of these ZNF genes was detected in human pre- and post-implantation epiblast transcriptome data (Figure 7J).

KRAB-ZNFs such as ZNF676, ZNF560, and ZNF528 can suppress the expression of transposable elements (TEs) (Friedli and Trono, 2015). TEs are dynamically expressed in early development and are highly differential between naive and primed hPSCs (Friedli and Trono, 2015; Guo et al., 2017; Theunissen et al., 2016). We examined TE expression in FS-like cells and observed a distinct profile compared with naive or conventional hPSCs (Figure 7K). For example, FS-like cells distinctively expressed LTR6A and retained expression of certain HERVK TEs also expressed in naive cells but did not express subsets of SVA family members that are prominent in naive cells, nor subsets of HERVH, LTR7C, or LTR12C family members that are prominent in primed cells (Figure S7E).

Finally, we investigated application of FS cell culture conditions directly to human ICM explants that are known to transition to early post-implantation stages (O’Leary et al., 2012). We thawed E5 and E6 blastocysts and cultured for 1 or 2 days, respectively, in N2B27. We then isolated ICMs by immunosurgery or manual dissection and plated them intact on laminin/fibronectin-coated dishes in A_lo_XR with ROCK inhibitor. After 2–4 weeks, primary outgrowths were manually dissociated and re-plated. We established three lines from different embryos. The embryo-derived lines exhibited similar morphology and growth behavior to naive PSC-derived FS-like cells (Figure 7L). G-banded karyotype analysis showed that all three expanded lines were diploid (46XX; 20/20) (Figure S7F). We confirmed a relatively homogeneous expression of OCT4, SOX2, and NANOG by immunostaining (Figure 7M). Expression of naive-specific transcription factors KLF4 and KLF17 was not detected, whereas transcripts were present for several genes that are expressed in naive and formative cells but downregulated in conventional hPSCs (Figure 7N).

## Discussion

Expandable stem cells that retain high fidelity to staging posts of pluripotency in the embryo will be instrumental in harnessing a capacity to recapitulate development, create disease models, and manufacture therapeutic cells. Stem cells representative of naive and primed pluripotency have been established in mice and humans (Davidson et al., 2015; Nichols and Smith, 2009; Rossant, 2015; Rossant and Tam, 2017), but formative pluripotency has only been obtained in the form of transient EpiLCs (Buecker et al., 2014; Hayashi et al., 2011; Kalkan et al., 2017; Mulas et al., 2017). The findings in this study fill the stem cell gap between early and late pluripotency.

Mouse ESC derivatives with features of late blastocyst or peri-implantation epiblast, such as reduced Rex1 or increased Otx2, have been reported previously (D’Aniello et al., 2016; Neagu et al., 2020; Rathjen et al., 1999). However, those cells spontaneously reverted to the canonical ESC phenotype when transferred to ESC culture. Therefore, they remain within the naive spectrum. Significantly, the cytokine LIF, which potently promotes mouse ESC identity (Dunn et al., 2014; Smith et al., 1988; Williams et al., 1988), is a key component of all these culture conditions. In contrast, FS cells are maintained without LIF and have extinguished ESC identity, which is in line with the inability of peri-implantation epiblast to form ESCs (Boroviak et al., 2014).

In mice, a defining functional attribute of formative epiblast is direct responsiveness to germline induction, which is lacking in both naive cells and primed gastrula stage epiblast (Ohinata et al., 2009). Conversion of ESCs into transient EpiLC populations generates a window of germline competence (Hayashi et al., 2011). However, maintenance of competence over many passages is a unique feature of mouse FS cells, signifying stabilization of a transient embryonic state.

Mouse FS cells also differ from ESCs and EpiSCs in their contribution to chimeras. Chimerism is less frequent, to lower levels, and less evenly distributed than typically obtained with ESCs. Poorer contributions are not unexpected given the heterochronicity between FS cells and E3.5 host blastocysts. Pioneering mouse embryo chimera studies suggested that blastocyst colonization capacity was lost entirely after implantation (Gardner, 1985). Here, using more sensitive detection systems and injecting 10 cells rather than single cells with ROCKi to improve viability, we found that formative epiblast cells can contribute to blastocyst chimeras, similarly to FS cells. EpiSCs, in contrast, do not generally show any significant contribution to chimeras by blastocyst injection, unless they have been genetically engineered (Masaki et al., 2016; Ohtsuka et al., 2012; Tesar et al., 2007). Intriguingly, it has been reported that certain EpiSC lines cultured on feeders or serum-coated dishes contain a sub-population of cells that are able to contribute to chimeras (Han et al., 2010; Kurek et al., 2015). The nature of such cells is unclear, but our results raise the possibility that they may represent FS cells co-existing with EpiSCs under those undefined conditions.

FS cells exhibit distinct signal dependency and responsiveness compared to ESCs or EpiSCs. Both mouse EpiSCs and human conventional PSCs are cultured in medium supplemented with FGF. Indeed, high FGF (100 ng/ml) is considered an essential component of defined E8 medium for hPSCs (Chen et al., 2011; Cornacchia et al., 2019). FS cells, in contrast, are cultured without FGF supplementation. Notably mouse FS cells respond directly to FGF or other stimuli for primitive streak induction by upregulating *T*. Consistent with a readiness for *T* induction, FS cells exhibit a greater propensity to form mesendoderm than EpiSCs. We surmise that the relative recalcitrance of EpiSCs to primitive streak induction may reflect adaptation to the high growth factor signals that drive their *in vitro* proliferation. FS cells are also efficient at entering the neural lineage but, consistent with an earlier stage of epiblast, do so more slowly than EpiSCs. High competence for germline, primitive streak, and neural induction are features of pre-streak formative epiblast. Whole-transcriptome analysis substantiates this identity and further confirms that mouse FS cells are related to EpiLCs and are distinct from EpiSCs.

FS cells and EpiSCs show different transcription factor dependencies. FS cells are mildly destabilized by deletion of *Etv5* and *Etv4* but remain expandable and pluripotent, whereas the EpiSC state cannot be established without these factors (Kalkan et al., 2019). Whether the inability to produce *Etv4/5* dKO EpiSCs results from a cryptic change in formative competence or reflects a specific function in EpiSCs remains to be clarified. Interestingly, a proportion of *Etv5* or *Etv4/5* mutants proceed through gastrulation (Lu et al., 2009; Zhang et al., 2009). The *Etv4/5* knockout phenotypes therefore suggest that the *in vitro* EpiSC state may not be fully representative of epiblast progression *in vivo* (Kojima et al., 2014). Conversely, Otx2, which is necessary for *in vivo* gastrulation (Ang et al., 1996), is not required by ESCs or EpiSCs (Acampora et al., 2013) but is indispensable for the stable expansion of FS cells. Defective formative transition may also underlie the precocious neural differentiation of EpiSCs lacking Otx2 (Acampora et al., 2013).

In FS cells, the transcription factor circuitry governing naive pluripotency (Dunn et al., 2014; Takashima et al., 2014) is dismantled, signaling pathways are rewired, and chromatin accessibility is extensively remodeled compared to ESCs. These events indicate a step change as cells transition from naive to formative pluripotency. By contrast, the separation between FS cells and primed pluripotent stem cells is blurred, which is in line with more continuous developmental progression. We surmise that the gene regulatory network and chromatin landscape are reconfigured in formative cells to provide the requisite context for signaling cues to induce germ layer and germline lineage specification and the subsequent unfolding of gastrulation. Capture of formative phase cells as self-renewing stem cell cultures should facilitate deep interrogation of the machinery that confers multi-lineage potency.

### Limitations of Study

Although the formative phenotype is reached within 48 h of ESC withdrawal from 2i, generation of stable FS cell lines requires several passages. The inherent asynchronicity of exit from naive pluripotency (Strawbridge et al., 2020) together with imperfect *in vitro* transition conditions result in initial heterogeneity, as also observed for EpiLC formation (Hayashi et al., 2011; Kalkan et al., 2017). Passaging enriches for FS cells, similar to stabilization of EpiSC cultures (Guo et al., 2009), but a more streamlined and efficient capture would be advantageous for future research. In mice, FS cells are unambiguously distinguished from EpiSCs by several features, most notably competence for germ cell induction and ability to colonize chimeras by blastocyst injection. Neither of those functional criteria are applicable in the human context. Conventional hPSCs share some features with EpiSCs but do not appear to be direct equivalents (Lau et al., 2020; Rossant and Tam, 2017). Notably, they can be induced to form PGCLCs (Irie et al., 2015; Sasaki et al., 2015). Chimera contribution cannot be tested in human embryos. At the transcriptome level, human FS-like cells differ from populations of conventional hPSCs cultured in E8 or other conditions, but these differences are relative rather than absolute. Heterogeneity and hierarchical substructure has been described in hPSC cultures (Allison et al., 2018; Hough et al., 2009, 2014; Lau et al., 2020; Nakanishi et al., 2019), and we cannot exclude the presence of FS cells at some frequency. Human FS cells and conventional hPSCs may be a continuum spanning post-implantation epiblast progression. It will be valuable in future studies to define marker sets and *in vitro* differentiation behaviors that can better distinguish human formative cells from downstream stages in the spectrum of post-naive pluripotency. To this end, additional transcriptomic and other data on post-implantation epiblast will be important to allow more precise comparison and staging.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-Oct3/4 (C-10)	Santa Cruz	Cat#SC-5279; RRID:AB_628051
Goat polyclonal anti-Oct3/4 (N-19)	Santa Cruz	Cat#SC-8628; RRID:AB_653551
Goat polyclonal anti-Brachyury	R&D systems	Cat#AF2085; RRID:AB_2200235
Rabbit polyclonal anti-Sox1	Cell Signaling Technology	Cat#4194; RRID:AB_1904140
Rabbit polyclonal anti-Stella/Dppa3	Abcam	Cat#ab19878; RRID:AB_2246120
Rat monoclonal anti-Blimp1/Prdm1	Santa Cruz	Cat#SC-47732; RRID:AB_628168
Mouse monoclonal anti-Foxa2	Abnova	Cat#H00003170-M10; RRID:AB_534871
Mouse monoclonal anti-Tuj1	R&D systems	Cat#MAB1195; RRID:AB_357520
Mouse anti-cardiac Troponin T (1C11)	Abcam	Cat#Ab8295; RRID:AB_306445
Goat polyclonal anti-Sox17	R&D systems	Cat#AF1924; RRID:AB_355060
Goat polyclonal anti-Gata4	Santa Cruz	Cat#SC-1237; RRID:AB_2108747
Rabbit polyclonal anti-Eomes	Abcam	Cat#ab23345; RRID:AB_778267
Rat monoclonal anti-Ecadherin (ECCD2)	Kind gift from Prof. M Takeichi	N/A
Rat monoclonal anti-Nanog	eBioscience	Cat#14-5761-80; RRID:AB_763613
Rat monoclonal anti-Sox2	eBioscience	Cat#14-9811-82; RRID:AB_11219471
Mouse monoclonal anti-Oct6 (Pou3f1)	Miilipore	Cat#MABN738; RRID:AB_2876862
Rabbit polyclonal anti-mKusabira Orange	MBL	Cat#PM051M; RRID:AB_2876863
Alexa Fluore 647 anti-SSEA1	BD Bioscience	Cat#562277; RRID:AB_11154583
PE Anti-mouse/rat CD61	Biolegend	Cat#104307; RRID:AB_313084
Anti-CD324 (Ecadherin) eFluor-660	eBioscience	Cat#50-3249-82; RRID:AB_11040003
PE-Cy7 Anti-Ecadherin	Biolegend	Cat#147310; RRID:AB_2564188
APC Anti-mouse CD184 (Cxcr4)	Biolegend	Cat#146508; RRID:AB_2562785
PE Anti-Flk1	Biolegend	Cat#136403; RRID:AB_1967093
Rabbit anti-RFP	Rockland	Cat#600-401-379; RRID:AB_2209751
Rabbit anti-mvh	Abcam	Cat#ab13840; RRID:AB443012
Rabbit anti-phospho Smad2	Cell Signaling Technologies	Cat#3108; RRID:AB_490941
Mouse anti-total Smad2/3	BD Bioscience	Cat#610842; RRID:AB_398161
Mouse anti-Gapdh	Sigma-Aldrich	Cat#G8795; RRID:AB_1078991
Rabbit anti-H3K4me1	Abcam	Cat#ab8895; RRID:AB_306847
Rabbit anti-H3K4me3	Diagenode	Cat#C15410003; RRID:AB_2616052
Rabbit anti-H3K27Ac	Active Motif	Cat#39135; RRID:AB_2614979
Rabbit anti-H3K27me3	Merck	Cat#07-449; RRID:AB_310624

**Chemicals, Peptides, and Recombinant Proteins**		

XAV939	Sigma Aldrich	X-3004
BMS493	Tocris Bio-Techne	3509
A83-01	Generon	A12358-50
SB-505124	Selleckchem	S2186
LDN193189	Axon Medchem	Axon 1509
PD0325901	abcr	AB 253775
CHIR99021	abcr	AB 253776
Y27632	Millipore	Cat 688000
Recombinant Mouse LIF	In house	N/A
Recombinant human LIF	In House	N/A
Recombinant human activin A	Qkine	Qk005
Recombinant zebrafish Fgf2	Qkine	Qk002
Recombinant mouse Stem Cell Factor	BioLegend	579706
Recombinant human BMP2	In House	N/A
N2 Supplement	In house	N/A
B27 Supplement	Thermo Fisher Scientific	17504044
Neurobasal	Thermo Fisher Scientific	11540566
DMEM/F12	Thermo Fisher Scientific	21103049
Human Plasma Fibronectin	Millipore	FC010
Tissue culture Laminin	Millipore	CC095-5MG
Gelatin	Sigma-Aldrich	G-1890
Accutase	Biolegend	423201
M2 medium	Sigma-Aldrich	M-7167

**Critical Commercial Assays**		

NEXTflex Rapid Directional RNA-seq Kit	Bioo Scientific	5138-08
Ribo-Zero rRNA Removal Kit	Illumina	MRZH11124
PureLink RNA Mini kit	Thermo Fisher Scientific	12183018A
PicoPure RNA Isolation kit	Thermo Fisher Scientific	KIT0214
SMARTerR Stranded Total RNA-Seq Kit v2 – Pico InputMammalian	Takara Clontech	634412
Nextera DNA Library Preparation Kit	Illumina	FC-121-1030
SAGE Warming Kit	CooperSurgical Fertility & Genomic Solutions	ART-8030
NEXTflex Rapid DNA-Seq Kit 2.0 bundle with 96 HT barcodes	PerkinElmer	NOVA-5188-13
Mouse Xist Stellaris RNA FISH Probe with Quasar 670 Dye	BioSearch Technologies	VSMF-3095-5
10 CIRCLE, 7MM ID, FROSTED, HEAVY TEFLON COATED Slide	Roboz Surgical Instrument	F107-HTC
TransIT LT1	Mirus	MIR2304
Alkaline Phaphatase Kit	Sigma Aldrich	86R-1KIT

**Deposited Data**		

RNA-seq	This paper	GEO: GSE131566
ATAC-seq	This paper	GEO: GSE131566
scRNA-seq	This paper	GEO: GSE156589
ChIP-seq	This paper	GEO: GSE156261

**Experimental Models: Cell Lines**		

5ar1 (mFS)	This paper	N/A
5ar2 (mFS)	This paper	N/A
5ar3 (mFS)	This paper	N/A
5ar5 (mFS)	This paper	N/A
5cdr1 (mFS)	This paper	N/A
5cdr2 (mFS)	This paper	N/A
NBRA3.2 (mFS)	This paper	N/A
5a6 (mFS)	This paper	N/A
E14Tg2a (mES)	Hooper et al., 1987	N/A
Rd2 (mES)	Kalkan et al., 2017	N/A
Sox1::GFP (mES)	Stavridis and Smith, 2003	N/A
AFX6 (mEpiSC)	This paper	N/A
AFX33 (mEpiSC)	This paper	N/A
AF32 (mEpiSC)	This paper	N/A
OEC2 (mEpiSC)	Guo et al., 2009	N/A
HNES1 (hES)	Guo et al., 2016	N/A
cR-H9 (hES)	Guo et al., 2017	N/A
cR-Shef6 (hES)	Guo et al., 2017	N/A
Etv4/5 dKO ES	This paper	N/A
Otx2 KO ES	This paper	N/A
hFS1	This paper	N/A
hFS2	This paper	N/A
hFS3	This paper	N/A

**Experimental Models: Organisms/Strains**		

Mouse/CD-1	Charles River	022
Mouse/129aa	WT-Gurdon Institute	N/A
Mouse/ ROSA^mT/mG^	Jackson Laboratory	007576
Mouse/C57BL/6	WT-Gurdon Institute	N/A

**Oligonucleotides**		

gRNA sequences	See Table S3	N/A
Genotyping primers	See Table S3	N/A
Taqman probes and UPL primers for qRT-PCR	See Table S3	N/A

**Recombinant DNA**		

pPBCAG-mKO2-IP	This paper	N/A
pPBCAG-GFP-IP	This paper	N/A
pPBCAG-Cas9-IN	This paper	N/A
pCML32	This paper	N/A

**Software and Algorithms**		

Tophat2 v2.1.0	Kim et al., 2013	https://ccb.jhu.edu/software/tophat/index.shtml
TrimGalore v0.4.5	N/A	https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/
FeatureCounts v1.5.0	Liao et al., 2019	http://subread.sourceforge.net/
R v3.6.2	N/A	https://www.R-project.org/
DESeq2 v1.18.1	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Pheatmap	N/A	https://cran.r-project.org/web/packages/pheatmap/index.html
ggplot2	N/A	https://ggplot2.tidyverse.org/
DeepTools	Ramirez et al., 2016	https://doi.org/10.1093/nar/gkw257
Diffbind v2.6.6	N/A	https://bioconductor.org/packages/release/bioc/html/DiffBind.html
MACS2	Zhang et al., 2008	N/A
DAVID v6.8	Huang et al., 2009	https://david.ncifcrf.gov/
HOMER v4.10	Heinz et al., 2010	http://homer.ucsd.edu/homer/
Bismark	Krueger and Andrews, 2011	https://www.bioinformatics.babraham.ac.uk/projects/bismark/
MarkDuplicates	Picard tools	N/A
Seurat v3.1.0	Butler et al., 2018	https://satijalab.org/seurat/
STAR v2.7.3a	Dobin et al., 2013	https://github.com/alexdobin/STAR
Wiggletools	Zerbino et al., 2014	https://github.com/Ensembl/WiggleTools
Bowtie	Langmead and Salzberg, 2012	N/A
Samtools v1.9	N/A	http://www.htslib.org/
FastQC v0.11.3	N/A	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
MultiQC v1.8	N/A	https://multiqc.info/
Methpipe	Song et al., 2013	http://smithlabresearch.org/software/methpipe/
Venny 2.1	N/A	https://bioinfogp.cnb.csic.es/tools/venny/index.html
FCS Express 7 Research	N/A	De Novo Software

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Austin Smith ().

#### Materials Availability

All stable reagents generated in this study are available from the Lead Contact without restriction except for human embryo derived cell lines for which permission must be requested from UK Stem Cell Steering Committee and a Materials Transfer Agreement completed.

#### Data and Code Availability

The datasets reported in this paper are deposited in Gene Expression Omnibus (GEO) with the following accession codes: RNA-seq and ATAC-seq, GEO: GSE131556; scRNA-seq, GEO: GSE156589; ChIP-seq, GEO: GSE156261

### Experimental Model and Subject Details

#### Mice

Mice used in these studies were adult females. CD1 and 129aa strains provided embryos for cell line derivation and ROSA^mT/mG^ mice provided donor embryos for primary epiblast injections. Host embryos for chimera generation were from C57BL/6. CBA/BL6 F1 animals were used as transfer recipients. Animals in the facility tested positive for *Helicobacter* and negative for other specific pathogens. Studies were carried out in a UK Home Office designated facility in accordance with EU guidelines for the care and use of laboratory animals, and under authority of UK Home Office project license 76777883. Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge.

#### Human Embryos

Supernumerary frozen human embryos were donated with informed consent by couples undergoing *in vitro* fertility treatment. Use of human embryos in this research is approved by the Multi-Centre Research Ethics Committee, approval O4/MRE03/44, and licensed by the Human Embryology & Fertilization Authority of the United Kingdom, research license R0178.

#### Cell Cultures

Cell lines are listed in the Key Resources Table. Cell lines were cultured without antibiotics in humidified incubators at 37°C in 7% CO_2_. Reduced oxygen (5%) was used except for mouse ES cells, which were maintained in atmospheric oxygen. Cell lines tested negative for mycoplasma by periodic PCR screening.

#### Mouse FS cell, EpiSC and ES cell culture

FS cells were cultured in A_lo_XR medium, comprising 3ng/ml of activin A, 2μM XAV939 and 1.0μM BMS493 in N2B27 medium (Nichols and Ying, 2006). EpiSCs were cultured in either AF (20ng/ml activin A and 12.5ng/ml Fgf2) or AFX (20ng/ml activin A, 12.5ng/ml Fgf2 and 2μM XAV939) in N2B27 medium. When passaging, cells were dissociated by Accutase into clumps and re-plated every 2-3 days at a ratio of 1:10-1:20. Mouse ES cells were maintained in 2i/LIF medium as described (Mulas et al., 2019). FS cells and EpiSCs were maintained on fibronectin (Fn) coated (16.7 μg/ml) plates. Experiments were generally performed between p10 and p30.

#### Derivation of FS and EpiSCs from mouse embryo

E5.5 mouse embryos were dissected from decidua and further micro-dissected into embryonic and extraembryonic parts. Extra-embryonic endoderm layers were removed by mouth pipette and individual epiblasts were plated onto Fn coated (16.7 μg/ml) 4-well plates in either FS or EpiSC medium. After the epiblast outgrowth became large enough, the outgrowth was briefly incubated in Accutase and collected in wash buffer and re-plated onto a fresh 4-well plate.

#### Derivation of FS and EpiSCs from mouse ES cells

ES cells were plated either directly in A_lo_XR, AF or AFX medium or N2B27 basal medium for two days and then re-plated in A_lo_XR, AF or AFX medium. Cultures were passaged at higher densities for the first 4-5 passages with Accutase.

#### Derivation of human FS cells from naive PSCs

Human naive PSC propagated in PXGL (Bredenkamp et al., 2019) were cultured in N2B27 medium for 7 days before changing to A_lo_XR. Cells were passaged every 3-5 days at a ratio of 1:10-1:20 and Rock inhibitor was added for the first 24 hours after dissociation. hFS cells were cultured on plates pre-coated with Laminin (10 μg/ml) and Fn (16.7 μg/ml).

#### Derivation of human FS cell from embryos

Day 5 or day 6 human embryos were thawed using SAGE REF ART 8030 vitrification warming kit as per the manufacturer’s instructions and cultured for one or two days in N2B27 basal medium in 7% CO_2_ and 5% O_2_ at 37°C. ICMs were isolated on the following day by immunosurgery (Solter and Knowles, 1975) or mechanical dissociation and plated in A_lo_XR in the presence of Rock inhibitor on laminin/Fn coated 4-well plates. 2-4 weeks later, outgrowths were mechanically dissociated into clumps and replated into a fresh well. After this initial passage, Accutase was used for routine passaging.

### Method Details

#### Embryoid body differentiation

2,000 cells were plated in low-binding 96-well plates in GMEM supplemented with 10% fetal calf serum, 2 mM L-glutamine, 0.1mM Non-essential Amino Acid (NEAA) (GIBCO), 1mM Sodium Pyruvate and 0.1mM 2-ME. After 5 days, the EBs were transferred for outgrowth onto gelatin-coated plates in fresh medium.

#### PGCLC differentiation

3,000 cells were plated in low-binding 96-well plates in GK15 medium (GMEM and 15% Knockout Serum Replacement (GIBCO), 0.1 mM NEAA (GIBCO), 1mM Sodium Pyruvate, 2mM L-Glutamine, 0.1mM 2-mercaptoethanol) supplemented with 500 ng/ml BMP2, 100ng/ml mSCF, 1μg/ml hLIF, 50ng/ml EGF in the presence of 10μM Rho-associated kinase inhibitor Y27632.

#### Mesoderm induction

Mouse FS cells were plated with 20ng/ml activin A and 3μM CH in N2B27 for 48 hours on Fn coated plates. Human FS cells were plated with 3μM CHIR99021 and 500 nM LDN193189 for the first 2 days followed by the addition of 20ng/ml of Fgf2 from day 3 to day 6.

#### Endoderm induction

Mouse FS cells were plated with 20ng/ml activin A and 3 μM CH in N2B27 for 24 hours and the medium was replaced thereafter with 20ng/ml of activin A only for a further 2 days on Fn coated plate. Human FS cells were differentiated in 100ng/ml activin A, 100nM PI-103, 3μM CH, 10ng/ml Fgf2, 3ng/ml BMP4 and 10μg/ml Heparin for the first 24hrs and then replaced with 100ng/ml activin A, 100nM PI-103, 20ng/ml Fgf2, 250nM LDN193189 and 10 μg/ml Heparin for a further 2 days.

#### Neural induction

Mouse FS cells were plated on laminin coated plates in N2B27 (Mulas et al., 2019). Human FS cells were plated with 1μM A83-01 and 500nM LDN193189.

#### Signal responsiveness

Cells were plated in self-renewal medium and cultured overnight. On the following day, medium was changed to N2B27 medium with or without growth factors/inhibitors. The concentrations used were, activin A (20 ng/ml), Fgf2 (12.5 ng/ml), CHIR99021 (CH, 3μM), Bmp2 (10 ng/ml), XAV939 (2 μM).

#### Flow cytometry analysis

Mouse endoderm and mesoderm cells were dissociated with Cell Dissociation Buffer (GIBCO). mPGCLC were dissociated with TripLE Express (GIBCO). After the dissociation, cells were incubated with fluorophore-conjugated antibodies in rat serum on ice for 20 min. Cells were washed once with wash buffer and analyzed in HANK’s buffer supplemented with 1% BSA. Antibodies are listed in the Key Resources Table.

#### RT-qPCR

Total RNAs were purified by Reliaprep RNA miniprep kit (Promega). cDNAs were prepared by GoScript reverse transcription system (Promega). PCR was performed by Taqman Gene Expression Master Mix (Thermo Fisher Scientific) with Taqman (Thermo Fisher Scientific) or Universal Probe Library (Roche) probes. Probes and primer information are listed in Table S3.

#### Immunofluorescence analysis

Cells were fixed on plates in 4% PFA for 15 minutes at RT. Cell were blocked with 5% skimmed milk or BSA/PBS 0.1% TritonX. Primary and secondary antibodies were incubated for 1 hour at RT or overnight at 4°C. Antibodies used were listed in Key Resources Table. Cells were imaged by LeicaDMI4000. PGCLCs and embryo sections were imaged by Leica SP5.

#### FISH for Xist

FS cells were plated on Fn coated glass slide (Roboz Surgical instrument). The fluorescent conjugated RNA probe was purchased from Stellaris (Biosearch Technologies). *Xist* FSIH was performed as described previously (Sousa et al., 2018). Nuclear was stained with Dapi and imaged by Eclipse Ti Spinning Disk confocal microscope (Nikon).

#### Metaphase chromosome analysis

FS Cells were treated with KaryoMAX colcemid (GIBCO) and cultured further 2.5 hours. Cells were washed with PBS and harvested by Accutase and collected in wash buffer. After centrifuge, cells were resuspended in 5 mL of pre-warmed 0.075M KCl and incubated for 15 minutes at RT. Freshly prepared ice cold fixative solution (methanol: glacial acetic acid (3:1)) (100 μl) were added into the suspension and centrifuge. Cells were resuspended in 250-500 μl of fixative solution and up to 20 μl was spread onto a glass slide. DNA was counterstained with DAPI and spreads were imaged by Leica DMI4000 for counting. Karyotype analysis of embryo derived hFS cell lines were performed by Medical Genetics Service, Cytogenetics Laboratory, Cambridge University Hospitals.

#### Immunoblotting

Culture plates were taken out from the incubator and placed on ice. Cells were washed with ice-cold PBS and lysed with RIPA buffer in the presence of Protease/Phosphatase inhibitor cocktail (Invitrogen). Lysed cells were rotated for 20 minutes and sonicated in Bioruptor (Diagenode). Cell lysates were cleared by centrifugation, and the supernatant was recovered. Protein concentrations were measured by the BCA method (Pierce). 25 μg of protein was loaded in each well. Blots were blocked with 5% BSA/TBS 0.1% Triton-X for 1 hour at RT and incubated overnight with primary antibodies at 4°C. Secondary antibodies were incubated for 1 hour at RT and signals were detected with ECL Select (GE Healthcare) and Odyssey Fc (Li-Cor). NaOH (0.2N) was used for stripping.

#### Etv4/5 and Otx2 knock out analysis

*Etv4/5* dKO ES cell lines were established from Etv4 KO ES cells (Kalkan et al., 2019) using a CRISPR/Cas9 based method. Guide RNAs (gRNAs) were designed to excise exons 13–15 of Etv5 encoding the Ets domain. *Otx2* KO ES cell lines were established from E14tg2a ES cells. gRNAs were designed to excise Exon 3 encoding the homeobox. gRNAs were cloned into pCML32. Targeted ES cell clones were picked and genotyped by genomic PCR. Oct4 and Otx2 KO in FS cells were performed by co-transfected with one gRNA expression plasmid (pCML32, Oct4-1, Otx2-1 in Table S3, puromycin resistance, *piggyBac* vector) with Cas9 expressing plasmid (G418 resistance, *piggybac* vector) and PBase expressing plasmid by TransIT LT1 (Mirus). Transfected cells were selected with 1 μg/ml of puromycin and 250 μg/ml of G418 from 24-48 hours post-transfection. Cells were counted and re-plated for another three days to form colonies. Rock inhibitor was added for the first 24 hours after replating. Alkaline phosphatase staining was performed following manufacture’s instruction (Sigma-Aldrich). gRNA sequences, genotyping primers and the amplicon sizes of each genotypes are listed in Table S3.

#### RNA-sequencing

For the bulk RNA-sequencing experiment, cells were lysed in Trizol (Thermo Fisher Scientific) and total RNAs were prepared using the PureLink RNA Mini Kit (Thermo Fisher Scientific). Ribosomal RNAs were removed by Ribo-Zero rRNA Removal Kit (Illumina) and libraries were constructed using the NEXTflex Rapid Directional RNA-seq Kit (Bioo Scientific). For the low-input RNA-sequencing experiment, RNA was isolated from cells and epiblasts with the PicoPure RNA Isolation kit (Thermo Fisher Scientific) and libraries were constructed using the SMARTerR Stranded Total RNA-Seq Kit v2- Pico InputMammalian (Takara Clontech). 1,000 FS cells and isolated entire single epiblasts from E5.0, E5.5, E6.0 embryos were used per sample.

#### ATAC-seq

50,000 cells were collected and washed with ice-cold PBS once then lysed in lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL). The nuclear pellets were collected and Tn5 tagmentation and library construction performed using the Illumina Nextera kit (FC-121-1030). DNA was purified with AMPure XP beads (Beckman Coulter).

#### ChIP-seq

Chromatin immunoprecipitation (ChIP) was performed as described (Kalkan et al., 2019). Briefly, chromatin was cross-linked with 1% formaldehyde for 10 minutes at RT and quenched with 125 mM Glycine for 5 minutes at RT with rotation. After cell pellets were lysed, sonication was performed for 16 cycles on High setting, 30sec ON/30 s OFF cycle by Bioruptor (Diagenode), 2x10^7^ cells per 300 μl in Bioruptor tube. 10% inputs were collected for the later library construction. Chromatin was immunoprecipitated with 2 μg of each antibodies and 20 μl of Protein G Dynabeads (Invitrogen) were used against 3x10^6^ cells. After the washes, DNA was eluted and each samples were treated with 2.5 μg/ml RNase A at 37°C for 30 minutes followed by 87.5 μg/ml Proteinase K at 55°C for 1 hour. DNA was purified with PCR clean-up kit (QIAGEN). Libraries were prepared by NEXTflex Rapid DNA-Seq Kit 2.0 bundle with 96 HT barcodes (ParkinElmer).

#### Single-cell RNA-seq

Cells were directly sorted into each well of 96-well plate filled with 2.3 μl of lysis buffer (1 unit/μl of SUPERaseIN RNase inhibitor (Invitrogen), 0.2% Triton X) by BD FACSAria Fusion (BD Biosciences). Libraries were prepared using the Smart-seq2 protocol (Illumina) (Picelli et al., 2014).

#### Chimeras

##### FS cell chimeras

FS cells were pre-treated with 10 μM Rock inhibitor for 1 hour before harvesting. Around 10 singly dissociated cells were injected into each blastocyst stage embryo. Embryos are either transferred into pseudo-pregnant mice or cultured *in vitro* for another 24 hours in N2B27. E9.5 mid-gestation stage embryos and juvenile mouse tissues were imaged by Leica stereo microscope. For sectioning, embryos and E12.5 gonads were replaced with 20% sucrose/PBS overnight at 4°C after the fixation then embedded in OCT compound and sectioned at 8 μm thickness. Sections were imaged by Zeiss apotome microscope or Leica SP5 confocal microscope.

##### Epiblast chimeras

Homozygous mTmG mice were crossed with CD1 mice to obtain embryos. E5.5, 6.0-6.25 and E6.5 embryos were dissected from decidua and separated into embryonic and extraembryonic halves. Extraembryonic endoderm layers were removed using a mouth-controlled pulled Pasteur pipette. Isolated epiblasts were treated with Accutase at room temperature and washed with M2 medium in the presence of 10 μM Rock inhibitor. Ten dissociated cells were injected per E3.5 blastocyst stage embryo of strain C57BL/6. Microinjection was performed in M2 medium containing Rock inhibitor. For sectioning, embryos were embedded in OCT compound and sectioned at 10μm thickness. Sections were stained with anti-RFP antibody and imaged using a Leica DMI4000.

### Quantification and Statistical Analysis

#### Bulk RNA-seq analysis

Low-quality RNA-seq reads and adaptor sequences were removed using *Trim Galore!*. Reads were aligned to the mouse (GRCm38/mm10) and human (GRCh38/hg38) reference genomes using *TopHat2* with parameters “ –read-mismatch 2 –max-multihits 1 –b2-sensitive” considering uniquely mapping reads only. Gene counts were obtained using *featureCounts* using ENSEMBL (release 89) gene annotations. Normalization and differential expression analyses were performed using the R/Bioconductor *DESeq2* package. Normalized counts were transformed into log2 fragments per million (FPKM). Genes with log2 fold change > 1.6 and adjusted p value < 0.05 were considered differentially expressed. Differentially expressed gene clusters for human cells were identified by k-means clustering of the first five principal components using the R ‘*kmeans*’ function. The distance plot was calculated using Euclidean distance between samples based on log2 normalized counts of expression values. Heatmaps were generated using the R ‘*pheatmap*” function.

For transposable elements (Tes), reads were aligned to the human (GRCh38/hg38) reference genome using *bowtie* with parameters “-a –best –strata -m 1 -v 2,” retaining uniquely mapping reads only in order to identify the genomic origin of TE transcription. Read counts on Tes were obtained using *featureCounts* on UCSC RepeatMasker-annotated regions. Normalization and differential expression analyses between cell types of identical genotype were performed with the R/Bioconductor *DESeq* package. Tes with an expression of at least log2-normalized counts > 3.5 in any cell type, a log2 fold change > 2 and an adjusted p value < 0.05 were considered differentially expressed.

#### Published RNA-seq data comparison analysis

Mouse single cell RNA-seq data was downloaded from Nakamura et al. (2016) (GEO: GSE74767). Human naive and conventional PSC transcriptome data were downloaded from SRA: SRP104789, ENA:E-MTAB-5114, ENA:E-MTAB-5674, GEO:GSE123005. The data was processed using the same methods as described above, except that genes with zero counts were removed from the single cell RNA-seq data matrix before further processing by DESeq2. The matrix of log2 fragment per millions for the *Macaca fascicularis* was obtained from GEO: GSE74767 (Nakamura et al., 2016). The Human single cell RNA-seq FPKM ummarized counts matrix was downloaded from GEO: GSE136447 (Xiang et al., 2019).

#### PCA plots

Principal component analyses (PCA) were performed using the R ‘*prcomp*’ function based on log2-transformed Z-score expression values. To compare mouse and human bulk RNA-seq with mouse and macaque single cell RNA-seq, the principal components of the single cell RNA-seq data were calculated, with the bulk RNA-seq data projected onto this PCA space using the R ‘*predict’* function. These PCAs were computed using all expressed genes or with genes differentially expressed between the formative and primed lines in order to narrow down genes important for developmental progression. To compare human bulk RNA-seq with human single cell RNA-seq data, Log2 transformed counts were used. Using the most variable genes across the single cell stages, a PCA of the bulk samples was computed and the single cells were projected using the R ‘*predict*’ function.

#### scRNA-seq analysis

Raw files were quality controlled using FastQC v0.11.3 and results ummarized with MultiQC, with checks including distributions of nucleotide content and sequencing depth. Reads were aligned to the *M.musculus* GRCm38.p6 reference genome with Ensembl v98 annotations using STAR v2.7.3a (–outSAMtype BAM SortedByCoordinate). Protein-coding gene quantification was done using Subread featureCounts v2.0.0 with Ensembl v98 annotations; only uniquely mapped reads were used. Cells with fewer than 3M reads were removed from further analysis, leaving 326 cells that passed the threshold. Raw expression levels were normalized using sctransform (Hafemeister and Satija, 2019), and the PCA created using the 2000 most abundant genes across the data. Jaccard similarity indices were calculated on the 2000 most abundant genes per cell, with similarities calculated between all cells of the same type.

#### GO-terms

Gene ontology (GO) term enrichment analyses were performed using the *David* tool.

#### ATAC-seq

Reads were quality-trimmed using *Trim Galore!*, and reads shorter than 15 nt were discarded. Reads were aligned to the mouse reference genome (GRCm38/mm10) using *bowtie* with parameters “-m1 -v1 –best –strata -X 2000 –trim3 1.” Duplicates were removed using *Picard tools*. Reads longer than one nucleosome length (146 nt) were discarded, and an offset of 4 nts was introduced. Peaks were called with *MACS2* and parameters “–nomodel –shift −55 –extsize 110 –broad -g mm –broad-cutoff 0.1.” Bigwig files for visualization on the UCSC Genome browser were generated using *deeptools bamcoverage* with parameters “–binSize 10 and –normalizeUsing RPKM.” ATAC peaks specific to each cell type were identified using *edgeR* within the R/Bioconductor *DiffBind* package using the option “bNot = T” to allow for contrasts between each cell type against all others. Significant peaks were determined using a log2 fold change of > 1 and FDR < 0.05. Heatmaps of ATAC-seq peaks were generated with *deeptools plotHeatmap*. DNA motif enrichment analyses for cell type-specific ATAC-seq peaks was performed using *HOMER*.

#### BS-seq

Whole genome BS-seq data was obtained from Zylicz et al., 2015 (GEO: GSE70355**)**. BS-seq reads were aligned to the mouse reference genome (GRCm38/mm10) and deduplicated using *Bismark*. *MethPipe* was used calculate methylation levels at each CpG, and only CpGs with at least 5X read coverage were retained for further analyses. Methylation levels were averaged using a 250nt-sliding window to generate bigwig files.

#### ChIP-seq

Raw files were quality controlled using FastQC v0.11.3 and results summarized with MultiQC, with checks including distributions of nucleotide content, sequencing depth and adaptor contamination. Reads were aligned to the *M.musculus* GRCm38.p6 reference genome using bwa mem v0.7.10-r789 (default parameters); the MT, X, Y chromosomes and scaffolds were excluded from the resulting BAM files. Genome browser tracks for the UCSC genome browser were created with deepTools bamCoverage v3.3.1 (—binSize 30). Averaged genome browser tracks for ChIP profile visualization were created as follows: first the tracks were generated with bamCoverage (—binSize 5 –normalizeUsing RPKM), then the output was averaged using wiggletools v1.2.1 (Zerbino et al., 2014). Profiles of the ChIP tracks on the ATAC peaks were created using deepTools computeMatrix (reference-point–binSize 5 -b 4000 -a 4000–referencePoint center) and plotProfile (default parameters). To identify bivalent promoters, peak regions were called with macs2 v2.2.6 (-f BAMPE -q 0.05), only peaks with signalValue > 5 were considered for downstream analysis. Peak regions were intersected per condition and across histone marks using bedops v2.4.38. HOMER v4.10 was used to calculate distance between peaks and transcription start sites (mm10 -size 3000); peaks within 3kb of a TSS were considered as promoter peaks.

## References

[bib1] Acampora D., Di Giovannantonio L.G., Simeone A. (2013). Otx2 is an intrinsic determinant of the embryonic stem cell state and is required for transition to a stable epiblast stem cell condition. Development.

[bib2] Acampora D., Omodei D., Petrosino G., Garofalo A., Savarese M., Nigro V., Di Giovannantonio L.G., Mercadante V., Simeone A. (2016). Loss of the Otx2-Binding Site in the Nanog Promoter Affects the Integrity of Embryonic Stem Cell Subtypes and Specification of Inner Cell Mass-Derived Epiblast. Cell Rep..

[bib3] Allison T.F., Smith A.J.H., Anastassiadis K., Sloane-Stanley J., Biga V., Stavish D., Hackland J., Sabri S., Langerman J., Jones M. (2018). Identification and Single-Cell Functional Characterization of an Endodermally Biased Pluripotent Substate in Human Embryonic Stem Cells. Stem Cell Reports.

[bib4] Ang S.L., Jin O., Rhinn M., Daigle N., Stevenson L., Rossant J. (1996). A targeted mouse Otx2 mutation leads to severe defects in gastrulation and formation of axial mesoderm and to deletion of rostral brain. Development.

[bib5] Auclair G., Guibert S., Bender A., Weber M. (2014). Ontogeny of CpG island methylation and specificity of DNMT3 methyltransferases during embryonic development in the mouse. Genome Biol..

[bib6] Azuara V., Perry P., Sauer S., Spivakov M., Jørgensen H.F., John R.M., Gouti M., Casanova M., Warnes G., Merkenschlager M., Fisher A.G. (2006). Chromatin signatures of pluripotent cell lines. Nat. Cell Biol..

[bib7] Bain G., Kitchens D., Yao M., Huettner J.E., Gottlieb D.I. (1995). Embryonic stem cells express neuronal properties in vitro. Dev. Biol..

[bib8] Beddington R.S., Robertson E.J. (1998). Anterior patterning in mouse. Trends Genet..

[bib9] Bernstein B.E., Mikkelsen T.S., Xie X., Kamal M., Huebert D.J., Cuff J., Fry B., Meissner A., Wernig M., Plath K. (2006). A bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell.

[bib10] Boroviak T., Loos R., Bertone P., Smith A., Nichols J. (2014). The ability of inner-cell-mass cells to self-renew as embryonic stem cells is acquired following epiblast specification. Nat. Cell Biol..

[bib11] Boroviak T., Loos R., Lombard P., Okahara J., Behr R., Sasaki E., Nichols J., Smith A., Bertone P. (2015). Lineage-Specific Profiling Delineates the Emergence and Progression of Naive Pluripotency in Mammalian Embryogenesis. Dev. Cell.

[bib12] Bredenkamp N., Yang J., Clarke J., Stirparo G.G., von Meyenn F., Dietmann S., Baker D., Drummond R., Ren Y., Li D. (2019). Wnt Inhibition Facilitates RNA-Mediated Reprogramming of Human Somatic Cells to Naive Pluripotency. Stem Cell Reports.

[bib13] Brennan J., Lu C.C., Norris D.P., Rodriguez T.A., Beddington R.S., Robertson E.J. (2001). Nodal signalling in the epiblast patterns the early mouse embryo. Nature.

[bib14] Brons I.G., Smithers L.E., Trotter M.W., Rugg-Gunn P., Sun B., Chuva de Sousa Lopes S.M., Howlett S.K., Clarkson A., Ahrlund-Richter L., Pedersen R.A., Vallier L. (2007). Derivation of pluripotent epiblast stem cells from mammalian embryos. Nature.

[bib15] Brook F.A., Gardner R.L. (1997). The origin and efficient derivation of embryonic stem cells in the mouse. Proc. Natl. Acad. Sci. USA.

[bib16] Buecker C., Srinivasan R., Wu Z., Calo E., Acampora D., Faial T., Simeone A., Tan M., Swigut T., Wysocka J. (2014). Reorganization of enhancer patterns in transition from naive to primed pluripotency. Cell Stem Cell.

[bib17] Buenrostro J.D., Giresi P.G., Zaba L.C., Chang H.Y., Greenleaf W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[bib18] Burgold T., Barber M., Kloet S., Cramard J., Gharbi S., Floyd R., Kinoshita M., Ralser M., Vermeulen M., Reynolds N. (2019). The Nucleosome Remodelling and Deacetylation complex suppresses transcriptional noise during lineage commitment. EMBO J..

[bib119] Butler A., Hoffman P., Smibert P., Papalexi E., Satija R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol.

[bib19] Chal J., Al Tanoury Z., Hestin M., Gobert B., Aivio S., Hick A., Cherrier T., Nesmith A.P., Parker K.K., Pourquié O. (2016). Generation of human muscle fibers and satellite-like cells from human pluripotent stem cells in vitro. Nat. Protoc..

[bib20] Chambers S.M., Fasano C.A., Papapetrou E.P., Tomishima M., Sadelain M., Studer L. (2009). Highly efficient neural conversion of human ES and iPS cells by dual inhibition of SMAD signaling. Nat. Biotechnol..

[bib21] Chen G., Gulbranson D.R., Hou Z., Bolin J.M., Ruotti V., Probasco M.D., Smuga-Otto K., Howden S.E., Diol N.R., Propson N.E. (2011). Chemically defined conditions for human iPSC derivation and culture. Nat. Methods.

[bib22] Cheng S., Pei Y., He L., Peng G., Reinius B., Tam P.P.L., Jing N., Deng Q. (2019). Single-Cell RNA-Seq Reveals Cellular Heterogeneity of Pluripotency Transition and X Chromosome Dynamics during Early Mouse Development. Cell Rep..

[bib23] Conlon F.L., Lyons K.M., Takaesu N., Barth K.S., Kispert A., Herrmann B., Robertson E.J. (1994). A primary requirement for nodal in the formation and maintenance of the primitive streak in the mouse. Development.

[bib24] Cornacchia D., Zhang C., Zimmer B., Chung S.Y., Fan Y., Soliman M.A., Tchieu J., Chambers S.M., Shah H., Paull D. (2019). Lipid Deprivation Induces a Stable, Naive-to-Primed Intermediate State of Pluripotency in Human PSCs. Cell Stem Cell.

[bib25] D’Aniello C., Habibi E., Cermola F., Paris D., Russo F., Fiorenzano A., Di Napoli G., Melck D.J., Cobellis G., Angelini C. (2016). Vitamin C and l-Proline Antagonistic Effects Capture Alternative States in the Pluripotency Continuum. Stem Cell Reports.

[bib26] Davidson K.C., Mason E.A., Pera M.F. (2015). The pluripotent state in mouse and human. Development.

[bib120] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib27] Dunn S.J., Martello G., Yordanov B., Emmott S., Smith A.G. (2014). Defining an essential transcription factor program for naïve pluripotency. Science.

[bib28] Friedli M., Trono D. (2015). The developmental control of transposable elements and the evolution of higher species. Annu. Rev. Cell Dev. Biol..

[bib29] Gardner R.L. (1985). Clonal analysis of early mammalian development. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[bib30] Gardner R.L., Brook F.A. (1997). Reflections on the biology of embryonic stem (ES) cells. Int. J. Dev. Biol..

[bib31] Gardner R.L., Lyon M.F., Evans E.P., Burtenshaw M.D. (1985). Clonal analysis of X-chromosome inactivation and the origin of the germ line in the mouse embryo. J. Embryol. Exp. Morphol..

[bib32] Gokhale P.J., Au-Young J.K., Dadi S., Keys D.N., Harrison N.J., Jones M., Soneji S., Enver T., Sherlock J.K., Andrews P.W. (2015). Culture adaptation alters transcriptional hierarchies among single human embryonic stem cells reflecting altered patterns of differentiation. PLoS One.

[bib33] Guo G., Yang J., Nichols J., Hall J.S., Eyres I., Mansfield W., Smith A. (2009). Klf4 reverts developmentally programmed restriction of ground state pluripotency. Development.

[bib34] Guo G., von Meyenn F., Santos F., Chen Y., Reik W., Bertone P., Smith A., Nichols J. (2016). Naive Pluripotent Stem Cells Derived Directly from Isolated Cells of the Human Inner Cell Mass. Stem Cell Reports.

[bib35] Guo G., von Meyenn F., Rostovskaya M., Clarke J., Dietmann S., Baker D., Sahakyan A., Myers S., Bertone P., Reik W. (2017). Epigenetic resetting of human pluripotency. Development.

[bib36] Guzman-Ayala M., Ben-Haim N., Beck S., Constam D.B. (2004). Nodal protein processing and fibroblast growth factor 4 synergize to maintain a trophoblast stem cell microenvironment. Proc. Natl. Acad. Sci. USA.

[bib37] Hackett J.A., Surani M.A. (2014). Regulatory principles of pluripotency: from the ground state up. Cell Stem Cell.

[bib38] Hafemeister C., Satija R. (2019). Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. Genome Biol..

[bib39] Han D.W., Tapia N., Joo J.Y., Greber B., Araúzo-Bravo M.J., Bernemann C., Ko K., Wu G., Stehling M., Do J.T., Schöler H.R. (2010). Epiblast stem cell subpopulations represent mouse embryos of distinct pregastrulation stages. Cell.

[bib40] Haub O., Goldfarb M. (1991). Expression of the fibroblast growth factor-5 gene in the mouse embryo. Development.

[bib41] Hayashi K., Ohta H., Kurimoto K., Aramaki S., Saitou M. (2011). Reconstitution of the mouse germ cell specification pathway in culture by pluripotent stem cells. Cell.

[bib42] Heinz S., Benner C., Spann N., Bertolino E., Lin Y.C., Laslo P., Cheng J.X., Murre C., Singh H., Glass C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[bib111] Hooper M.L., Hardy K., Handyside A., Hunter S., Monk M. (1987). HPRT-deficient (Lesch-Nyhan) mouse embryos derived from germline colonization by cultured cells. Nature.

[bib43] Hough S.R., Laslett A.L., Grimmond S.B., Kolle G., Pera M.F. (2009). A continuum of cell states spans pluripotency and lineage commitment in human embryonic stem cells. PLoS One.

[bib44] Hough S.R., Thornton M., Mason E., Mar J.C., Wells C.A., Pera M.F. (2014). Single-cell gene expression profiles define self-renewing, pluripotent, and lineage primed states of human pluripotent stem cells. Stem Cell Reports.

[bib117] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[bib45] Irie N., Weinberger L., Tang W.W., Kobayashi T., Viukov S., Manor Y.S., Dietmann S., Hanna J.H., Surani M.A. (2015). SOX17 is a critical specifier of human primordial germ cell fate. Cell.

[bib46] Kalkan T., Smith A. (2014). Mapping the route from naive pluripotency to lineage specification. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[bib47] Kalkan T., Olova N., Roode M., Mulas C., Lee H.J., Nett I., Marks H., Walker R., Stunnenberg H.G., Lilley K.S. (2017). Tracking the embryonic stem cell transition from ground state pluripotency. Development.

[bib48] Kalkan T., Bornelöv S., Mulas C., Diamanti E., Lohoff T., Ralser M., Middelkamp S., Lombard P., Nichols J., Smith A. (2019). Complementary Activity of ETV5, RBPJ, and TCF3 Drives Formative Transition from Naive Pluripotency. Cell Stem Cell.

[bib112] Kim D., Pertea G., Trapnell C., Pimentel H., Kelley R., Salzberg S.L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[bib49] Kinoshita M., Smith A. (2018). Pluripotency Deconstructed. Dev. Growth Differ..

[bib50] Kojima Y., Kaufman-Francis K., Studdert J.B., Steiner K.A., Power M.D., Loebel D.A., Jones V., Hor A., de Alencastro G., Logan G.J. (2014). The transcriptional and functional properties of mouse epiblast stem cells resemble the anterior primitive streak. Cell Stem Cell.

[bib118] Krueger F., Andrews S.R. (2011). Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics.

[bib51] Kunath T., Saba-El-Leil M.K., Almousailleakh M., Wray J., Meloche S., Smith A. (2007). FGF stimulation of the Erk1/2 signalling cascade triggers transition of pluripotent embryonic stem cells from self-renewal to lineage commitment. Development.

[bib52] Kurek D., Neagu A., Tastemel M., Tüysüz N., Lehmann J., van de Werken H.J.G., Philipsen S., van der Linden R., Maas A., van IJcken W.F.J. (2015). Endogenous WNT signals mediate BMP-induced and spontaneous differentiation of epiblast stem cells and human embryonic stem cells. Stem Cell Reports.

[bib121] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Meth..

[bib53] Lau K.X., Mason E.A., Kie J., De Souza D.P., Kloehn J., Tull D., McConville M.J., Keniry A., Beck T., Blewitt M.E. (2020). Unique properties of a subset of human pluripotent stem cells with high capacity for self-renewal. Nat. Commun..

[bib54] Lawson K.A., Meneses J.J., Pedersen R.A. (1991). Clonal analysis of epiblast fate during germ layer formation in the mouse embryo. Development.

[bib113] Liao Y., Smyth G.K., Shi W. (2019). The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res..

[bib55] Liu P., Wakamiya M., Shea M.J., Albrecht U., Behringer R.R., Bradley A. (1999). Requirement for Wnt3 in vertebrate axis formation. Nat. Genet..

[bib56] Loh K.M., Ang L.T., Zhang J., Kumar V., Ang J., Auyeong J.Q., Lee K.L., Choo S.H., Lim C.Y., Nichane M. (2014). Efficient endoderm induction from human pluripotent stem cells by logically directing signals controlling lineage bifurcations. Cell Stem Cell.

[bib114] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[bib57] Lu B.C., Cebrian C., Chi X., Kuure S., Kuo R., Bates C.M., Arber S., Hassell J., MacNeil L., Hoshi M. (2009). Etv4 and Etv5 are required downstream of GDNF and Ret for kidney branching morphogenesis. Nat. Genet..

[bib58] Mak W., Nesterova T.B., de Napoles M., Appanah R., Yamanaka S., Otte A.P., Brockdorff N. (2004). Reactivation of the paternal X chromosome in early mouse embryos. Science.

[bib59] Masaki H., Kato-Itoh M., Takahashi Y., Umino A., Sato H., Ito K., Yanagida A., Nishimura T., Yamaguchi T., Hirabayashi M. (2016). Inhibition of Apoptosis Overcomes Stage-Related Compatibility Barriers to Chimera Formation in Mouse Embryos. Cell Stem Cell.

[bib60] Mesnard D., Guzman-Ayala M., Constam D.B. (2006). Nodal specifies embryonic visceral endoderm and sustains pluripotent cells in the epiblast before overt axial patterning. Development.

[bib61] Mulas C., Kalkan T., Smith A. (2017). NODAL Secures Pluripotency upon Embryonic Stem Cell Progression from the Ground State. Stem Cell Reports.

[bib62] Mulas C., Kalkan T., von Meyenn F., Leitch H.G., Nichols J., Smith A. (2019). Defined conditions for propagation and manipulation of mouse embryonic stem cells. Development.

[bib63] Murakami K., Günesdogan U., Zylicz J.J., Tang W.W.C., Sengupta R., Kobayashi T., Kim S., Butler R., Dietmann S., Surani M.A. (2016). NANOG alone induces germ cells in primed epiblast in vitro by activation of enhancers. Nature.

[bib64] Najm F.J., Chenoweth J.G., Anderson P.D., Nadeau J.H., Redline R.W., McKay R.D., Tesar P.J. (2011). Isolation of epiblast stem cells from preimplantation mouse embryos. Cell Stem Cell.

[bib65] Nakaki F., Hayashi K., Ohta H., Kurimoto K., Yabuta Y., Saitou M. (2013). Induction of mouse germ-cell fate by transcription factors in vitro. Nature.

[bib66] Nakamura T., Okamoto I., Sasaki K., Yabuta Y., Iwatani C., Tsuchiya H., Seita Y., Nakamura S., Yamamoto T., Saitou M. (2016). A developmental coordinate of pluripotency among mice, monkeys and humans. Nature.

[bib67] Nakanishi M., Mitchell R.R., Benoit Y.D., Orlando L., Reid J.C., Shimada K., Davidson K.C., Shapovalova Z., Collins T.J., Nagy A., Bhatia M. (2019). Human Pluripotency Is Initiated and Preserved by a Unique Subset of Founder Cells. Cell.

[bib68] Neagu A., van Genderen E., Escudero I., Verwegen L., Kurek D., Lehmann J., Stel J., Dirks R.A.M., van Mierlo G., Maas A. (2020). In vitro capture and characterization of embryonic rosette-stage pluripotency between naive and primed states. Nat. Cell Biol..

[bib69] Nichols J., Smith A. (2009). Naive and primed pluripotent states. Cell Stem Cell.

[bib70] Nichols J., Ying Q.L. (2006). Derivation and propagation of embryonic stem cells in serum- and feeder-free culture. Methods Mol. Biol..

[bib71] Niswander L., Martin G.R. (1992). Fgf-4 expression during gastrulation, myogenesis, limb and tooth development in the mouse. Development.

[bib72] O’Leary T., Heindryckx B., Lierman S., van Bruggen D., Goeman J.J., Vandewoestyne M., Deforce D., de Sousa Lopes S.M., De Sutter P. (2012). Tracking the progression of the human inner cell mass during embryonic stem cell derivation. Nat. Biotechnol..

[bib73] Ohinata Y., Payer B., O’Carroll D., Ancelin K., Ono Y., Sano M., Barton S.C., Obukhanych T., Nussenzweig M., Tarakhovsky A. (2005). Blimp1 is a critical determinant of the germ cell lineage in mice. Nature.

[bib74] Ohinata Y., Ohta H., Shigeta M., Yamanaka K., Wakayama T., Saitou M. (2009). A signaling principle for the specification of the germ cell lineage in mice. Cell.

[bib75] Ohtsuka S., Nishikawa-Torikai S., Niwa H. (2012). E-cadherin promotes incorporation of mouse epiblast stem cells into normal development. PLoS One.

[bib76] Osorno R., Tsakiridis A., Wong F., Cambray N., Economou C., Wilkie R., Blin G., Scotting P.J., Chambers I., Wilson V. (2012). The developmental dismantling of pluripotency is reversed by ectopic Oct4 expression. Development.

[bib77] Osteil P., Studdert J.B., Goh H.N., Wilkie E.E., Fan X., Khoo P.-L., Peng G., Salehin N., Knowles H., Han J.J. (2019). Dynamics of Wnt activity on the acquisition of ectoderm potency in epiblast stem cells. Development.

[bib78] Peng G., Suo S., Chen J., Chen W., Liu C., Yu F., Wang R., Chen S., Sun N., Cui G. (2016). Spatial Transcriptome for the Molecular Annotation of Lineage Fates and Cell Identity in Mid-gastrula Mouse Embryo. Dev. Cell.

[bib79] Peng G., Suo S., Cui G., Yu F., Wang R., Chen J., Chen S., Liu Z., Chen G., Qian Y. (2019). Molecular architecture of lineage allocation and tissue organization in early mouse embryo. Nature.

[bib80] Picelli S., Faridani O.R., Björklund A.K., Winberg G., Sagasser S., Sandberg R. (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat. Protoc..

[bib115] Ramirez F., Ryan D.P., Gruning B., Bhardwaj V., Kilpert F., Richter A.S., Heyne S., Dundar F., Manke T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[bib81] Rathjen J., Lake J.A., Bettess M.D., Washington J.M., Chapman G., Rathjen P.D. (1999). Formation of a primitive ectoderm like cell population, EPL cells, from ES cells in response to biologically derived factors. J. Cell Sci..

[bib82] Robertson E.J. (2014). Dose-dependent Nodal/Smad signals pattern the early mouse embryo. Semin. Cell Dev. Biol..

[bib83] Rossant J. (2015). Mouse and human blastocyst-derived stem cells: vive les differences. Development.

[bib84] Rossant J., Tam P.P.L. (2017). New Insights into Early Human Development: Lessons for Stem Cell Derivation and Differentiation. Cell Stem Cell.

[bib85] Rostovskaya M., Stirparo G.G., Smith A. (2019). Capacitation of human naïve pluripotent stem cells for multi-lineage differentiation. Development.

[bib86] Sasaki K., Yokobayashi S., Nakamura T., Okamoto I., Yabuta Y., Kurimoto K., Ohta H., Moritoki Y., Iwatani C., Tsuchiya H. (2015). Robust In Vitro Induction of Human Germ Cell Fate from Pluripotent Stem Cells. Cell Stem Cell.

[bib87] Shiura H., Abe K. (2019). Xist/Tsix expression dynamics during mouse peri-implantation development revealed by whole-mount 3D RNA-FISH. Sci. Rep..

[bib88] Smith A. (2017). Formative pluripotency: the executive phase in a developmental continuum. Development.

[bib89] Smith A.G., Heath J.K., Donaldson D.D., Wong G.G., Moreau J., Stahl M., Rogers D. (1988). Inhibition of pluripotential embryonic stem cell differentiation by purified polypeptides. Nature.

[bib90] Solter D., Knowles B.B. (1975). Immunosurgery of mouse blastocyst. Proc. Natl. Acad. Sci. USA.

[bib122] Song Q., Decato B., Hong E.E., Zhou M., Fang F., Qu J., Garvin T., Kessler M., Zhou J., Smith A.D. (2013). A reference methylome database and analysis pipeline to facilitate integrative and comparative epigenomics. PLoS One.

[bib91] Sousa E.J., Stuart H.T., Bates L.E., Ghorbani M., Nichols J., Dietmann S., Silva J.C.R. (2018). Exit from Naive Pluripotency Induces a Transient X Chromosome Inactivation-like State in Males. Cell Stem Cell.

[bib92] Stavridis M.P., Smith A.G. (2003). Neural differentiation of mouse embryonic stem cells. Biochem. Soc. Trans..

[bib93] Stavridis M.P., Lunn J.S., Collins B.J., Storey K.G. (2007). A discrete period of FGF-induced Erk1/2 signalling is required for vertebrate neural specification. Development.

[bib94] Stavridis M.P., Collins B.J., Storey K.G. (2010). Retinoic acid orchestrates fibroblast growth factor signalling to drive embryonic stem cell differentiation. Development.

[bib95] Strawbridge S.E., Blanchard G.B., Smith A., Kugler H., Martello G. (2020). Embryonic stem cells commit to differentiation by symmetric divisions following a variable lag period. bioRxiv.

[bib96] Sun X., Meyers E.N., Lewandoski M., Martin G.R. (1999). Targeted disruption of Fgf8 causes failure of cell migration in the gastrulating mouse embryo. Genes Dev..

[bib97] Takashima Y., Guo G., Loos R., Nichols J., Ficz G., Krueger F., Oxley D., Santos F., Clarke J., Mansfield W. (2014). Resetting transcription factor control circuitry toward ground-state pluripotency in human. Cell.

[bib98] Takenaga M., Fukumoto M., Hori Y. (2007). Regulated Nodal signaling promotes differentiation of the definitive endoderm and mesoderm from ES cells. J. Cell Sci..

[bib99] Tesar P.J., Chenoweth J.G., Brook F.A., Davies T.J., Evans E.P., Mack D.L., Gardner R.L., McKay R.D. (2007). New cell lines from mouse epiblast share defining features with human embryonic stem cells. Nature.

[bib100] Theunissen T.W., Friedli M., He Y., Planet E., O’Neil R.C., Markoulaki S., Pontis J., Wang H., Iouranova A., Imbeault M. (2016). Molecular Criteria for Defining the Naive Human Pluripotent State. Cell Stem Cell.

[bib101] Tsakiridis A., Huang Y., Blin G., Skylaki S., Wymeersch F., Osorno R., Economou C., Karagianni E., Zhao S., Lowell S., Wilson V. (2014). Distinct Wnt-driven primitive streak-like populations reflect in vivo lineage precursors. Development.

[bib102] Varlet I., Collignon J., Robertson E.J. (1997). nodal expression in the primitive endoderm is required for specification of the anterior axis during mouse gastrulation. Development.

[bib103] Watanabe K., Ueno M., Kamiya D., Nishiyama A., Matsumura M., Wataya T., Takahashi J.B., Nishikawa S., Nishikawa S., Muguruma K., Sasai Y. (2007). A ROCK inhibitor permits survival of dissociated human embryonic stem cells. Nat. Biotechnol..

[bib104] Williams R.L., Hilton D.J., Pease S., Willson T.A., Stewart C.L., Gearing D.P., Wagner E.F., Metcalf D., Nicola N.A., Gough N.M. (1988). Myeloid leukaemia inhibitory factor maintains the developmental potential of embryonic stem cells. Nature.

[bib105] Winnier G., Blessing M., Labosky P.A., Hogan B.L. (1995). Bone morphogenetic protein-4 is required for mesoderm formation and patterning in the mouse. Genes Dev..

[bib106] Xiang L., Yin Y., Zheng Y., Ma Y., Li Y., Zhao Z., Guo J., Ai Z., Niu Y., Duan K. (2019). A developmental landscape of 3D-cultured human pre-gastrulation embryos. Nature.

[bib107] Yang S.H., Kalkan T., Morissroe C., Marks H., Stunnenberg H., Smith A., Sharrocks A.D. (2014). Otx2 and Oct4 drive early enhancer activation during embryonic stem cell transition from naive pluripotency. Cell Rep..

[bib108] Zerbino D.R., Johnson N., Juettemann T., Wilder S.P., Flicek P. (2014). WiggleTools: parallel processing of large collections of genome-wide datasets for visualization and statistical analysis. Bioinformatics.

[bib116] Zhang Y., Liu T., Meyer C.A., Eeckhoute J., Johnson D.S., Bernstein B.E., Nusbaum C., Myers R.M., Brown M., Li W. (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[bib109] Zhang Z., Verheyden J.M., Hassell J.A., Sun X. (2009). FGF-regulated Etv genes are essential for repressing Shh expression in mouse limb buds. Dev. Cell.

[bib110] Zylicz J.J., Dietmann S., Günesdogan U., Hackett J.A., Cougot D., Lee C., Surani M.A. (2015). Chromatin dynamics and the role of G9a in gene regulation and enhancer silencing during early mouse development. eLife.

How the deposited data were processed for this re-analysis (not part of the article)

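Single-cell RNA sequencing of 384 mouse cells was re-analysed: 96 cells each of the FS cell lines 5ar1 and 5ar2 in AloXR, of EpiSC line AFX6 in AFX and of EpiSC line AF32 in AF. The line and medium of each cell were taken from the sample labels and the paper. Other samples and assays of the paper were not analysed here.

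The authors deposited a table of raw counts, whose unit is the count of uniquely mapped reads per gene and cell, made with STAR on GRCm38 and featureCounts. The paper's methods name protein-coding genes, and the table lists 31617 genes, of which 17174 have a protein-coding record, 5449 a processed pseudogene record and 52 no record in GENCODE M21. The other deposited table holds the authors' sctransform values, a depth-corrected score in whole numbers on the scale of counts. The paper does not state which output of sctransform this is. Rerunning sctransform 0.4.2 on the raw counts used genes found in at least 5 cells. Its corrected counts had a Pearson r of 0.99996 against the deposited values on the log2 scale, across genes and cells that are not independent. The raw counts had an r of 0.99933 against the deposited values, so an r this high cannot tell which output was deposited. The alignment, the counting and the filter on reads were not repeated, and both tables already include them. No group of cells had identical counts (0 groups).

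Cells with at least 3000000 counts were kept, 326 in all, which had between 3022666 and 6686007 counts. At this depth a count of 0 allows up to 3 counts of a cell's total. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals from scipy 1.17.1. Reads without molecular identifiers are not independent molecules, so these intervals, and the exact conditional 95% intervals of folds of summed counts, cover counting error only.

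PCA used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, on log2(value + 1) of the 2000 genes with the highest mean CPM (counts per 1000000 counts of a cell), as Z-scores. PC1 was signed so that EpiSCs, and PC2 so that AF32, had the higher mean. Overlap is the share of cells that lie within the range of the other group. Neighbours are the 10 nearest cells by Euclidean distance in the first 10 components. The Jaccard index was computed from each cell's 2000 genes with the most raw counts over all pairs of cells of a line. The margin is the lower FS line median minus the higher EpiSC line median. The paper's text does not name the values on which the genes were ranked for that index, so raw counts were used and the normalized values tried as an alternative.

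FS cells and EpiSCs were compared with lines as replicates, 2 against 2, by an exact two-sided permutation test for the Jaccard index. For genes, raw counts were summed over the kept cells of each line and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test) in R 4.3.3, with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1.4. Both EpiSC lines formed 1 group although their media differ, so that the difference between the media enters their spread. The model was tested on simulated data in which all genes shared the same dispersion. At 0.05 it recovered 195 of 200 changed genes with 0 false calls. At 0.653, the common dispersion estimated from these lines, it recovered 0 of 192. Since genes differ in their own dispersions, this does not give the power for each gene. AF and AFX EpiSCs have 1 line each and were compared by folds of summed counts only. Genes are named in the text by a rule: every mouse gene that the main text names for FS cells or EpiSCs, a list of 29 genes, the 5 genes with the largest change in each direction among those past the threshold of the test between FS cells and EpiSCs with lines that do not overlap (0 passed), and the 5 largest folds each way between AF32 and AFX6 among genes with at least 50 CPM in either line. Vim, Krt18, Lefty1, Tmem63a, the Y-linked genes and genes per chromosome were chosen after their values were seen.

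The main settings, the tests and the first set of alternatives were fixed before the data were examined. Alternatives for PCA were 15 planned and 20 added settings of values, scaling, genes, cells and lines. For the Jaccard index they were 17 planned and 9 added settings. For genes they were DESeq2 1.42.0, limma 3.58.1 on the mean of CPM per cell, DESeq2 size factors in edgeR, no filter on low counts, other thresholds on fold change or depth, thinning to 1000000 counts per cell, and each line left out in turn. Cells with few detected genes are those more than 3 median absolute deviations under the median of their line, which were 5 in 5ar1, 4 in 5ar2, 0 in AFX6 and 5 in AF32.

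Expression per chromosome used 6901 protein-coding genes with a mean of at least 20 CPM. Each gene was divided by its mean over the kept cells, with values above 3 set to 3. The mean over a chromosome's genes was divided by the median of the 19 autosomes of the cell, and ratios above 1.2 were counted. Random draws used the seed 1, and plots were made with matplotlib 3.10.9.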

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

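All tests in this part, and the limits they use, were chosen after the result was seen.

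The paper does not report expression by chromosome. Here the ratio of a chromosome's mean expression to that of the other autosomes was taken in each cell. It was above 1.2 in at least 10% of the cells of a line for 13 of 76 pairs of line and autosome. In 5ar1 it was chromosome 11, in 11 of 90 cells. In 5ar2 it was chromosome 15 in 11, chromosome 16 in 32 and chromosome 19 in 52 of 90 cells. In AFX6 it was chromosome 11 in 9, chromosome 15 in 8, chromosome 16 in 7 and chromosome 17 in 7 of 66 cells. In AF32 it was chromosome 2 in 29, chromosome 8 in 41, chromosome 10 in 18, chromosome 11 in 66 and chromosome 19 in 18 of 80 cells. At least 1 autosome was above 1.2 in 13 of 90 cells of 5ar1 (14.4%, exact 95% confidence interval 7.92–23.4%), 64 of 90 of 5ar2 (71.1%, 60.6–80.2%), 25 of 66 of AFX6 (37.9%, 26.2–50.7%) and 80 of 80 of AF32 (100%, 95.5–100%). In AF32, chromosomes 8 and 11 were both raised in 39 cells, only chromosome 8 in 2, only chromosome 11 in 27 and neither in 12. In 5ar2, chromosomes 16 and 19 were both raised in 28 cells, only chromosome 16 in 4, only chromosome 19 in 24 and neither in 34.

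Several technical explanations were tested. If a few strongly changed genes made the ratio, the proximal and the distal part of a chromosome, split at its middle gene, would not move together. Over the cells of a line their Pearson r was at least 0.674 in 12 of the 13 pairs. Its median was 0.115 for the autosomes that were not raised, with 0.733 for chromosome 6 of 5ar2. In AFX6 the lowest ratio in a cell was 0.288 for chromosome 16 and 0.314 for chromosome 17. Cells with so low a ratio can also make both parts move together, so r cannot decide for these pairs. If noise of a ratio over a limited number of genes made it, random genes of other chromosomes with the same mean levels would give as many cells above 1.2. In 100 random sets per pair, 0 of the 13 pairs reached the number of cells seen, and the highest number in any set was 7 cells. If the number of detected genes made it, the ratio would follow that number. The median absolute Spearman's rho over the cells of a line was 0.0986, with a highest value of 0.363 for chromosome 15 of 5ar2. Cells of a line are not independent, so no p is given for these relations. Since each gene was compared with its mean over all kept cells, a chromosome raised in most cells of 1 line lowers its ratio in the other lines.

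An extra copy of the chromosome in part of the cells is a candidate explanation for 11 of these 12 pairs. In cells chosen by the proximal part of the chromosome, the distal part lay at a median of 1.40 times the level of the other cells of the line (range over the pairs 1.184–1.649), where an extra copy would give 1.5. Of the 12 pairs, 11 lay within 0.25 of that level, among them chromosome 11 of AFX6 with only 3 cells chosen. Chromosome 17 of AFX6, with 9 cells chosen, lay at 1.184, outside that distance, so for it an extra copy stays undecided. Regulation of many genes along a whole chromosome stays open, since copy number itself was not measured. The paper states from chromosome counts that most FS cells were diploid (Figure S1G). Those counts were made on metaphase spreads and were not analysed here. Whether medium, strain or time in culture bears on these ratios was not tested, as no line was grown in more than 1 medium.

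Chromosome 15 of 5ar2 differs from the other pairs. Its parts had an r of 0.105, 46 of 90 cells lay within 0.05 of the limit of 1.2, and 0 cells were above the limit in the proximal part, so the extra-copy test had no cells to measure. Strongly changed genes on part of the chromosome may raise its ratio, and the r of 0.105 cannot exclude them. The ratio had a median of 1.151 and a 10th percentile of 1.05 in 5ar2. Its medians in the other lines were 0.955 in 5ar1, 0.992 in AFX6 and 0.924 in AF32. An r across the cells of 1 line cannot show a raise that most of its cells share, so such a raise stays open too.

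Xist was above 5 CPM in 23 of 66 AFX6 cells (34.8%, 23.5–47.6%), against 5 of 90 cells of 5ar1, 3 of 90 of 5ar2 and 1 of 80 of AF32. The paper describes Xist in a female FS cell line by in situ hybridization (Figure S1H) and not in these EpiSCs, so the level in the other lines served as the control. The mean in AFX6 was 44.0 CPM and the highest cell 760. The highest summed level of 4 Y-linked genes in an AFX6 cell was 1.735 CPM, 0 of 66 cells lay above 5, and the mean was 0.290% of that of the other lines. Reads carried over from other lines may explain so low a level, but not the Xist signal, which the other lines lack at this height. AFX6 may thus be a female line, with Xist in part of its cells. Why the remaining AFX6 cells have less was not tested.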

How the results depend on the processing

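The settings named here as added were chosen after the values were seen: 20 for PCA, and 9 for the Jaccard index, which are the matching on detected genes, 6 bands of detected genes, the chromosomes left out and the protein-coding genes. All others were planned. Unless said otherwise, the cause of a change was not tested. A value without a test is said to have moved when it left the exact 95% confidence interval of its share, or, for the variance, the mixing and the Jaccard index, changed by more than 1 SD over the values with each line left out, between the FS cell lines and between the line medians of a group, in that order.

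The number of kept cells was 326 in both tables, 347 with at least 2000000 and 270 with at least 4000000 counts per cell, which follows from the threshold itself.

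The share of cells within the other group's range on PC1, 82.5%, stayed within its confidence interval in 5 of 35 alternatives and was lower in most of the others. Extreme cells set the ranges on PC1 and PC2. The intervals treat cells as independent, so they serve here as a yardstick and do not measure the spread of these shares. Among planned settings it was 69.9% with log2(CPM + 1), 73.9% with a pseudocount of 0.1, 35.6% with sctransform Pearson residuals, 65.0% without scaling, 57.4% with the 2000 most variable genes, 34.8% with at least 4000000 counts, 67.3% without cells of few detected genes and 70.9% after thinning. With a line left out it ran from 37.8% without AF32, through 39.2% without AFX6 and 74.6% without 5ar1, to 91.95% without 5ar2. Among added settings, unscaled residuals gave 1.227%, the same when clipped at the square root of the number of cells or taken over the genes with the highest normalized mean. Residuals clipped at that square root and scaled gave 35.6%, and a narrower clip at the square root of the number of cells over 30 gave 31.9% scaled and 23.0% unscaled. Unscaled residuals of all genes gave 33% and of their 2000 most variable genes, under the narrower clip, 0.613%. Z-scores within each cell gave 54.9% with and 13.2% without scaling of genes, and values without log 36.5% and 75.5%. Other added settings without scaling gave 58.0% for log2(CPM + 1), 54.0% for the most variable genes, 47.5%, 64.7% and 73.6% for the 500, 1000 and 5000 most abundant genes, and 65.0% for the genes with the highest normalized mean.

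Under the same settings the number of FS cells nearer the EpiSC mean ran from 0 to 14 of 180, and that of EpiSCs nearer the FS mean from 0 to 60 of 146. The first was 6 in the main setting and 14 with the 2000 most variable genes, and the second fell from 47 to 5 with residuals.

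The share of EpiSCs within the other line's range on PC2, 82.9%, stayed within its confidence interval in 13 of 33 alternatives. Planned settings that moved it were residuals with 71.9%, no scaling with 54.8% and cells of few detected genes left out with 73.8%. It was 86.3% without 5ar2 and 88.4% without 5ar1. Added unscaled residuals gave 2.7%, again the same with the wider clip or the genes of highest normalized mean, and 4.79% over all genes. Over the most variable ones, under the narrower clip, they gave 19.9%. Residuals with the wider clip and scaling gave 71.9%, and those with the narrower clip 69.2% scaled and 43.8% unscaled. Z-scores within each cell gave 93.8% with and 45.2% without scaling, and values without log 71.9% and 90.4%. Without scaling, log2(CPM + 1) gave 69.9%, the 500, 1000 and 5000 most abundant genes 96.6%, 93.8% and 95.2%, and the genes with the highest normalized mean 54.8%.

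The variance on PC1, 16.1%, and on PC2, 5.64%, moved with the genes chosen, the values, the scaling, the cells and the lines, most upward with unscaled values without log. With 1000, 5000 and the 2000 most variable genes PC1 held 18.9%, 12.2% and 7.57%, and PC2 7.28%, 3.81% and 2.613%. With all genes of at least 1 count per cell they held 5.80% and 2.911%. PC1 held 11.7% with residuals and 13.7% with at least 4000000 counts, and PC2 4.62% without scaling. With a line left out PC1 held 15.1–18.6% and PC2 5.33–6.849%. In added settings PC1 held 12.2% with the narrower clip and 11.7% with the wider clip of scaled residuals. With Z-scores within each cell it held 12.2% scaled and 12.1% unscaled (PC2 4.19%), and without log 11.6% scaled and 39.8% unscaled (PC2 11.9%). The 500 most abundant genes gave 21.6% and 9.60%, and unscaled 24.9% and 8.44%. Unscaled, 1000 genes gave 21.5% on PC1, 5000 genes 11.5% and 3.02%, and the most variable genes 7.75% and 2.685%. Unscaled residuals of all genes gave 2.791% and 1.98%, and of their most variable genes, under the narrower clip, 4.26% and 2.98%. PC2 alone moved to 7.62% with other unscaled residuals, to 4.85% with unscaled log2(CPM + 1) and to 4.62% with the unscaled genes of highest normalized mean.

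The share of neighbours from the other FS cell line, 11.3%, stayed under the 50.3% of random mixing in all 33 alternatives. It moved to 19.9% without scaling, 14.5% with the most variable genes and 4.56% with all genes of at least 1 count per cell. In added settings it was 7.72% with narrowly clipped scaled residuals, 6.444% with Z-scores within each cell, 19.3% without log or scaling and 16.9% with unscaled log2(CPM + 1). Unscaled, it was 14.1% with the most variable genes, 14.2% with 5000 genes and 19.9% with the genes of highest normalized mean. Unscaled residuals gave 16.7% over all genes and 16.7% over the most variable genes, narrowly clipped. Without AFX6 or AF32 it was 10.3% and 11.2%.

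The Jaccard margin of the FS cell lines, 0.0989, was above 0 in all 17 planned settings and in 7 of the 9 added ones. It was 0.117 with 500 genes per cell, 0.0699 with 5000, 0.0401 with all detected genes and 0.0813 with at least 4000000 counts. With a line left out it ran from 0.0989 to 0.123. Added comparisons at a like number of detected genes lowered it: to 0.0138 in cells matched on that number, 0.0154 between 10000 and 11000 genes, 0.0167 in the 500 genes below 11000, 0.0297 within 500 genes of 11000, and 0.000577 in the 500 genes above 11000, where AF32 has 2 cells. It reversed to −0.143 in the 1000 genes above 9500 and to −0.165 in the 500 genes above 10000, where each FS cell line has 3 cells. In both bands 5ar1, with a median of 0.263, lay below both EpiSC lines, while 5ar2, with 0.493, stayed above both. The 3 cells of 5ar1 in these bands include cells 41 and 66, which lay nearer the EpiSC mean on PC1, so few cells decide these values.

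The number of genes past the threshold between FS cells and EpiSCs was 0 in each direction with edgeR, with 3636 of 22606 genes at an unadjusted p under 0.05, and 0 in each alternative run with edgeR or limma. DESeq2 called 874 genes higher in FS cells and 932 higher in EpiSCs out of 30577 tested. Which tool is nearer the truth was not tested. Depth is not what limits this test, as the summed counts of each line are at least 332621205. In data simulated with 2 lines against 2, every gene was given the same dispersion. There edgeR recovered 195 of 200 changed genes at 0.05 and 0 of 192 at 0.653, the common dispersion estimated from these lines. Genes differ in their own dispersions, so these values do not give the power for each gene.

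Of 325 alternative values for 25 named genes, 299 kept their direction and side of the threshold and 9 passed it with DESeq2. In 17 the direction reversed, all by leaving out a line, for 12 genes, of which none was past the threshold in edgeR and Xist was in DESeq2 (log2 fold change −4.67, adjusted p = 0.0293). The lone line left in a group was then assumed to vary like the others. The log2 fold change of FS cells over EpiSCs turned without 5ar1 to 0.83 for Gsc, −0.14 for Pou5f1, −0.30 for Dnmt3a and −0.19 for Etv5. Without 5ar2 it turned to 0.16 for Tfap2c and 0.07 for Etv4. Without AFX6 it turned to 1.733 for Pax6, 1.934 for Xist, −0.23 for Dnmt3a, 6.112 for Tfap2c and 0.33 for Etv4. Without AF32 it turned to 7.04 for Foxa2, 0.82 for Gsc, 2.9 for Sox1, 0.22 for Fgfr1, 0.12 for Etv1 and −0.28 for Etv5. The other end of the range over the left-out lines was −10.53 for Foxa2, −11.50 for Gsc and 0.26 for Pou5f1 without 5ar2, −8.69 for Tfap2c without 5ar1, −2.11 for Sox1, −0.36 for Fgfr1, −0.66 for Etv1 and 0.55 for Etv5 without AFX6, and −1.56 for Pax6, −5.64 for Xist, 0.57 for Dnmt3a and −0.47 for Etv4 without AF32. For Foxa2, Gsc and Tfap2c the largest of these values rest on 0 to 3 counts in the lone line left (Gsc 0 and Foxa2 1 in 5ar1, Tfap2c 1 in 5ar2 and 3 in AF32, Foxa2 2 in AFX6), so they give a direction and not a measured size.

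Some planned settings were not run. PCA with at least 2000000 counts per cell was left out because the deposited normalized values cover the 326 cells only. The Jaccard index without mitochondrial genes would equal the main one, as the table lists 0 such genes. The overlap on PC2 without AFX6 or AF32, and the mixing without 5ar1 or 5ar2, have no second line to compare. No paired analysis was possible because the lines are not paired.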

Differences from the paper's values

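The paper states that EpiSCs and FS cells do not overlap in the PCA. Its methods describe log2-transformed Z-scores for PCA in general and sctransform normalization for these cells. They do not state which values underlie Figure 4G, so the measures given here need not be those of that plot. In the main setting 269 of 326 cells (82.5%) lay within the range of the other group on PC1, 6 of 180 FS cells were nearer the EpiSC mean and 47 of 146 EpiSCs nearer the FS mean. These measures use PC1 alone, and the upper end of the FS range, 53.4, is set by 1 cell of 5ar1, with the next FS cells at 27.8 and 18.8. Among the nearest neighbours in the first 10 components the groups mixed little. Of the neighbours of FS cells 1.389% were EpiSCs, and 99.8% of those of AFX6 and 99.4% of those of AF32 cells were. Single lines mixed little as well, since 95.15% of the neighbours of AFX6 cells and 96.12% of those of AF32 cells came from the own line. No alternative left 0 cells within the other group's range (0 of 15 planned and 0 of 20 added). Among the settings fixed before the data were examined, the lowest shares were 34.8% with at least 4000000 counts per cell, 35.6% with sctransform Pearson residuals (5 FS cells and 5 EpiSCs nearer the other mean), 37.8% without AF32 and 39.2% without AFX6. Of those chosen after seeing the values, the lowest was 0.613% (2 of 326 cells), where 0 FS cells and 1 EpiSC were nearer the other mean. It came with unscaled residuals of their 2000 most variable genes under the narrower clip. The next was 1.227% (4 of 326) with unscaled residuals of the 2000 most abundant genes without that clip. There 2 FS cells and 1 EpiSC were nearer the other mean. The latter value was the same with residuals clipped at the square root of the number of cells and with the 2000 genes of the highest normalized mean. Unscaled Z-scores within each cell, also chosen after seeing the values, gave 13.2%, with 5 FS cells and 0 EpiSCs nearer the other mean.

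The paper states that PC2 separates AF from AFX EpiSCs, again from Figure 4G, whose underlying values are not clear. In the main setting the means of the lines on PC2 were 11.0 for AF32 and −1.27 for AFX6, and 121 of 146 EpiSCs (82.9%) lay within the range of the other line. No alternative left 0 EpiSCs there (0 planned and 0 added). Among the settings fixed before the data were examined, the lowest share was 54.8%, with genes centred but not scaled. Of those chosen after seeing the values, unscaled residuals gave 2.7% (4 of 146). It was the same with the clip at the square root of the number of cells and with the genes of the highest normalized mean. Unscaled residuals of all genes gave 4.79% (7 of 146), and those of their most variable genes, under the narrower clip, 19.9% (29 of 146).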

Other observations

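Tests chosen only after the result was seen are the matching on detected genes, the chromosomes left out, the relation of PC1 to detected genes, the Y-linked genes and, for distant FS cells, the genes high in both EpiSC lines. The thinning, the cells with few detected genes, the ribosomal protein genes and the other 2 tests of distant FS cells were planned.

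EpiSC lines had a lower Jaccard similarity than FS cell lines, with a margin of 0.0989. Lower depth in EpiSCs is argued against by the margin of 0.0974 after thinning every cell to 1000000 counts. A few poor cells in AF32 are argued against by 0.0969 without cells of few detected genes. That filter removed 0 AFX6 cells, so it could not test poor cells in AFX6. Ribosomal protein genes as an abundant class are argued against by 0.100 without them. Genes on the chromosomes with raised ratios are argued against as the direct source by 0.0902 without them. Cells with and without raised ratios were not compared, so an effect by way of genes on other chromosomes stays open. What also stays open is the number of detected genes, which at the same number of counts was lower in EpiSCs. After thinning the median was 8183 in AFX6 and 8478 in AF32, against 9634 in 5ar1 and 9800 in 5ar2. In cells matched on detected genes the margin was 0.0138 (range over 100 draws −0.0112 to 0.0358). The line medians were then 0.486 and 0.510 for 5ar1 and 5ar2, against 0.470 and 0.463 for AFX6 and AF32. Much of the margin may therefore go with the number of detected genes. That number can itself differ for technical reasons, such as the yield of a well, or because the media or cell states differ, and these cannot be told apart with 1 line per EpiSC medium. Matching also takes FS cells with few and EpiSCs with many detected genes, which are not typical of their lines. The labels give no plate or sequencing batch, so a batch that follows the line was not examined.

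Pairs of 1 FS cell and 1 EpiSC had medians of 0.426 (5ar1 with AFX6), 0.432 (5ar1 with AF32), 0.433 (5ar2 with AFX6) and 0.435 (5ar2 with AF32), above the medians within AFX6 (0.417) and AF32 (0.416). Pairs of AFX6 with AF32 cells had a median of 0.397, and pairs of 5ar1 with 5ar2 cells 0.518. No biological explanation was tested for this order, and the number of detected genes was not matched in it.

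A share of EpiSCs lay among the FS cells on PC1. PC1 followed the number of detected genes within both EpiSC lines, with Spearman's rho of −0.857 in AFX6 and −0.649 in AF32, and in the FS cell lines with −0.426 and −0.428. PC1 of the scaled values may thus mix the difference between FS cells and EpiSCs with the number of detected genes. In the first 10 components, 99.8% of the neighbours of AFX6 cells and 99.4% of those of AF32 cells were EpiSCs. Most came from the cell's own line, 95.15% in AFX6 and 96.12% in AF32. The other EpiSC line gave 4.70% and 3.25%. Since each line lay apart from the others, these shares cannot tell a difference between the groups from differences between single lines.

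The 6 FS cells nearer the EpiSC mean on PC1 were cells 26, 41 and 66 of 5ar1 and cells 8, 25 and 49 of 5ar2. Damaged wells would have few counts or detected genes, and 3 of the 6 (cells 26, 66 and 8) lay below the middle 95% of their line in counts or detected genes. A mislabelled or contaminated well would have neighbours mostly of another line, and 2 of the 6 (cells 26 and 66) had 6 of 10 neighbours from AF32. An undifferentiated EpiSC in the well is argued against by Lefty1, Tmem63a and Tdgf1, the 3 genes with a median of at least 50 CPM in both EpiSC lines and at least 10 times the mean of either FS cell line when the 6 cells are left out. Their summed level was at most 109.6 CPM in the 6 cells (1.548 and 0.384 in cells 26 and 66), below the middle 95% of AFX6 (from 274.8) and of AF32 (from 256.6). Cell 25 of 5ar2, with 5 of 10 neighbours from AFX6, had 94.9 CPM of the 4 Y-linked genes, against at most 1.735 in AFX6. Damage, a cell of the other FS cell line and an EpiSC that had lost these genes stay open, since the counts of 3 and 2 of the 6 cells do not decide. Cells 26 and 41 of 5ar1 and cell 49 of 5ar2 had 3.41, 3.68 and 2.05 CPM of Pou5f1, against line medians of 629.9 in 5ar1 and 498 in 5ar2. Cell 41 had 6495 CPM of Vim and 2637 of Krt18, and cell 49 had 2163 and 1594.5. These genes were chosen after their values were seen, and no cell type was tested as a source.

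Pou5f1 was under 10% of the median of the line in 2 of 90 cells of 5ar1 (2.222%, 0.270–7.80%), 1 of 90 of 5ar2 (1.111%, 0.0281–6.04%), 1 of 66 of AFX6 (1.515%, 0.0384–8.16%) and 3 of 80 of AF32 (3.75%, 0.780–10.6%). The intervals overlap, so no difference between lines was detectable in this number of cells.

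The 4 Y-linked genes together exceeded 5 CPM in 90 of 90 cells of 5ar1, 89 of 90 of 5ar2 and 76 of 80 of AF32. In AFX6 the highest cell had 1.735 and the mean was 0.569, which reads carried over from other lines may explain. Loss of the chromosome or of its expression in 4 AF32 cells and 1 cell of 5ar2 was not tested.

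The sums of counts per line were also compared between FS cells and EpiSCs. The edgeR test called 0 of 22606 genes in either direction at an adjusted p under 0.05 and an absolute log2 fold change over 1.4, with a smallest adjusted p of 0.190 and 3636 genes at an unadjusted p under 0.05. DESeq2 called 874 genes higher in FS cells and 932 higher in EpiSCs, and limma on mean CPM per cell called 0. Both FS cell lines lay above both EpiSC lines for 6066 genes and below for 4866, together 48.4% of the genes tested, where chance gives 33.3%. Genes are not independent, and 2 lines against 2 do not allow a test of that share under 0.05.

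The list of 29 genes that the main text names was fixed before the data were examined. The count table holds 28 of them and 25 were tested. Over all genes tested 0 had an adjusted p under 0.05 in edgeR, 7 did when adjusted over the list alone, and 11 passed the threshold in DESeq2, which tested a larger set: of the 11, Prdm1 and Pax3 were not tested in edgeR. The 7 were Tdgf1, Nodal and Nanog, higher in EpiSCs, and Fgf5, Eomes, Pou3f1 and Dnmt3b, higher in FS cells, each with lines that do not overlap. The log2 fold change of FS cells over EpiSCs was −5.12 for Tdgf1 (standard error 0.374), −3.74 for Nodal (0.405) and −3.17 for Nanog (0.509), each with an adjusted p of 0.190 in edgeR. It was 2.724 for Fgf5 (0.264), 3.13 for Eomes (0.269), 3.01 for Pou3f1 (0.572) and 1.723 for Dnmt3b (0.281), with the same adjusted p. The other 4 genes past the threshold in DESeq2 were T, Xist, Prdm1 and Pax3, each high in 1 EpiSC line only, and all 613 counts of Prdm1 in AF32 come from 1 cell.

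The paper discusses genes of growth factor signalling in bulk cultures. In these cells Tdgf1 had 27.4 and 36.8 CPM in 5ar1 and 5ar2, against 838.8 in AFX6 and 1398 in AF32, and Nodal 5.46 and 5.32 against 49.0 and 94.7. Fgf5 had 229 and 272 against 30.7 and 44.9. Fgf8 had 0.529 in 5ar1 and 7.50 in 5ar2, against 6.06 in AFX6 and 66.3 in AF32, so that the lines overlapped (log2 fold change −3.15, adjusted p = 0.492 in edgeR). The log2 fold change was −0.09 for Fgfr1 (adjusted p = 0.925 in edgeR) and 0.94 for Fgfr2 (0.612).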
